# The TET protein family interactor PROSER1 sustains hematopoietic stem cell function

**DOI:** 10.1182/bloodadvances.2024015683

**Published:** 2025-06-26

**Authors:** Elena V. Knatko, Anna Fleming, Xiang Li, Phoebe Crawley, Ieva Budriunaite, Kasper D. Rasmussen

## Abstract

Ten-eleven translocation (TET) enzymes are epigenetic regulators important for the prevention of hematological malignancies. Proline and serine rich 1 (PROSER1), a known TET protein interactor, has a critical role in modulating TET-mediated DNA demethylation during development. However, the potential involvement of PROSER1 in the regulation of hematopoiesis and leukemogenesis remains unknown. Here, we demonstrate that the leukemia-suppressive functions of TET2 are preserved in the absence of PROSER1. Nonetheless, we find that loss of PROSER1 partially recapitulates the aberrant enhancer DNA methylation phenotype observed upon TET2 knockout, suggesting that PROSER1 and TET2 play both cooperative and distinct roles in the regulation of DNA methylation in hematopoiesis. Importantly, using serial hematopoietic stem cell (HSC) transplantation assays, we find progressive exhaustion of HSC activity and reduction in hematopoietic lineage output upon loss of PROSER1. Our findings imply that, beyond the established role of TET2 loss-of-function mutations in promoting HSC expansion and leukemic transformation, accurate TET activity, regulated by PROSER1, is equally important to prevent HSC exhaustion and sustain normal hematopoiesis.

## Key Points

• PROSER1 deficiency results in dysregulation of DNA methylation patterns in hematopoietic progenitor cells.
• Loss of PROSER1 impairs HSC function without compromising TET-mediated leukemia suppression.

## Introduction

The ten-eleven translocation (TET) protein family consists of 3 members: TET1, TET2, and TET3.^1^ These closely related proteins contain a conserved catalytic domain that can iteratively oxidize 5-methylcytosine, promoting DNA demethylation and antagonizing the activity of DNA methyltransferase enzymes.^2^^,^^3^ Although all 3 TET enzymes have been shown to have a role in hematopoiesis and disease prevention,^4^, ^5^, ^6^, ^7^, ^8^, ^9^ TET2 is the only member of the TET family that is frequently mutated in blood stem cells during aging^10^, ^11^, ^12^, ^13^ and whose genetic inactivation drives the onset of myeloid and lymphoid hematological malignancies.^14^, ^15^, ^16^ Previous work has demonstrated that TET2 is recruited to gene regulatory elements, including CpG islands (CGIs) and active enhancers,^17^ and that TET2 loss-of-function mutations result in widespread enhancer DNA hypermethylation in mouse and human hematopoietic cells.^7^^,^^18^, ^19^, ^20^, ^21^ Aberrant enhancer DNA methylation can subsequently alter transcription factor binding specificity, expression of adjacent genes, hematopoietic differentiation trajectories, and may ultimately promote leukemogenesis.^17^^,^^20^^,^^22^, ^23^, ^24^

Recent findings indicate that proline and serine rich 1 (PROSER1) interacts with all 3 TET enzymes and plays a regulatory role in TET-mediated DNA demethylation during development.^25^^,^^26^ PROSER1 was initially identified as an interactor of the ubiquitously transcribed X chromosome tetratricopeptide repeat protein/complex of proteins associated with SET1 complex, specifically interacting with TET2 and O-linked N-acetylglucosamine transferase (OGT) in HEK293 cells.^27^^,^^28^ However, our subsequent studies in mouse embryonic stem cells (mESCs) revealed a broader function for PROSER1 in the assembly of large (∼550 kDa) multiprotein TET complexes. These chromatin-associated complexes, termed TOPD (TET-OGT-PROSER1-DBHS proteins), comprise TET proteins (either TET1, TET2, or TET3), OGT, PROSER1, and dimers of the DBHS protein family (PSPC1, NONO, or SFPQ). Further analyses demonstrated that PROSER1 colocalizes with TET2 at regulatory DNA elements, including CGIs and enhancers, and that depletion of PROSER1 in mESCs disrupts TOPD complexes, impairs TET2 binding at shared loci, and alters DNA methylation patterns.^26^

Considering the pivotal role of TET proteins in the regulation of hematopoiesis and leukemogenesis, it is plausible that PROSER1 and TOPD complexes also modulate DNA methylation patterns in hematopoietic stem and progenitor cells, thereby influencing hematopoiesis. However, the precise role of PROSER1 in hematopoiesis and its relevance to TET-mediated leukemia suppression remains to be elucidated.

## Methods

### Mouse breeding and maintenance

Generation of endonuclease-mediated constitutive PROSER1 knockout (KO) mice is described in a previous study.^26^ To generate constitutive TET2 KO mice, Tet2^fl/fl^^30^ mice were obtained from the Jackson Laboratory (strain number 0175173, B6;129S-TET2^tm1.1laai/J^) and bred to a Cre deleter stain (C57BL/6NTac-*Gt(ROSA)26Sor*^*tm16(cre)Arte*^). CD45.1^+^ mice (B6.SJL- *Ptprc*^*a*^ *Pepc*^*b*^/BoyCrl) were obtained from Charles River (strain code 494). Mouse studies were conducted in accordance with the regulations described in the UK Animals (Scientific Procedures) Act 1986 and were approved by the welfare and ethical use of animals committee of the University of Dundee. Experimental design was in line with the 3Rs principles of replacement, reduction, and refinement.

### Flow cytometry analysis

Freshly harvested bones were crushed using mortar and pestle in 10-mL flow buffer (2% fetal bovine serum [FBS] in phosphate-buffered saline [PBS]; volume-to-volume ratio). Bone marrow (BM) and splenocyte suspensions were passed through 70-μm nylon strainers, spun down, and resuspended in 0.5-mL flow buffer. To analyze peripheral blood, 30 to 40 μL of blood was collected from the tail vein into tubes containing 1 mL of RPMI-1640 with 5% FBS and 5-μM EDTA and mixed immediately. Samples were then erythrolyzed by incubating with 5 mL of ACK buffer (0.15-M NH_4_Cl, 10-mM KHCO_3_, 0.1-mM EDTA, pH 7.2), quenched with 35-mL ice-cold flow buffer, spun, and washed in 5-mL (spleen and BM) or 1-mL (blood) flow buffer. Cultured HOXB8-FL cells were washed and resuspended in flow buffer. The entire blood sample or 1 × 10^6^ to 3 × 10^6^ cells of other cell types were then incubated with 50 μL of Fc block (anti-CD16/32) at 1:50 dilution in flow buffer for 15 minutes, followed by the addition of 50 μL of fluorescently labeled antibody cocktail per million cells at indicated dilutions in the dark for 45 minutes at 4°C. Cells were then washed with flow buffer and resuspended in 300-μL flow buffer containing 0.1 μg/mL 7-aminoactinomycin D (Sigma; A9400). Samples were acquired on NovoCyte NovoSamplerPro flow cytometer (Agilent) and analyzed using FlowJo software (Beckton Dickinson). Sorting of Lin^–^Sca1^+^cKit^+^ (LSK) cells were performed using a MA900 (Sony Biosciences) cell sorter. All centrifugation steps were done in swing-bucket rotors for 5 minutes at 300*g*, 4°C. The details of the antibodies used can be found in supplemental Table 1.

### Adoptive transfer experiments

For primary competitive transplantations, female CD45.1^+^/CD45.1^+^ mice (B6.SJL- *Ptprc*^*a*^ *Pepc*^*b*^/BoyCrl) recipient animals were lethally irradiated (9.5 Gy in 2 equal doses 3 hours apart). Each recipient animal received an IV injection of 8000 sorted LSK cells the following day. These cells were a 1:1 mixture of LSK cells isolated from the following: (1) either wild-type or PROSER1 KO donor mice (CD45.2^+^)^26^; and (2) LSK cells isolated from nonirradiated congenic (CD45.1^+^) donor mice. Chimerism in terminally differentiated hematopoietic lineages was followed by fluorescence-activated cell sorter analysis of peripheral blood samples at 8, 12, 16, and 20 weeks after transplantation. For secondary transplantations, each lethally irradiated recipient animal was IV injected with 6 × 10^6^ unfractionated nucleated BM cells harvested and pooled from primary recipient mice at 20 weeks after transplantation. Hematopoietic tissues were harvested from all recipient animals ∼20 weeks after transplantation and analyzed by flow cytometry. To generate BM chimeric mice, C57BL/6 mice were lethally irradiated (9.5 Gy in 2 equal doses 3 hours apart) and injected IV with 2 × 10^6^ unfractionated nucleated BM cells from wild-type or PROSER1 KO donors the following day. Hematopoietic tissues were collected 11 weeks after transplantation, and LSK cells were sorted for subsequent gene expression analysis.

To assay myeloid leukemogenicity of HOXB8-FL cells lines, 3 × 10^6^ to 4 × 10^6^ freshly AML1-ETO (AE)–transduced HOXB8-FL cells (CD45.2^+^) were mixed with 0.1 × 10^6^ unfractionated nucleated BM support cells (CD45.1^+^) and injected IV into lethally irradiated (9.5 Gy in 2 equal doses 3 hours apart) female CD45.1^+^ mice. Mice were monitored for signs of failed reconstitution and hematological malignancy (anemia, reduced activity, and weight loss) and euthanized at defined time points or earlier if they reached a humane end point. For secondary leukemia cell transplantations, nucleated BM cells isolated as described earlier from the primary diseased animals were cryopreserved on the day of harvest in a (volume-to-volume ratio) solution of 50% FBS, 10% dimethyl sulfoxide, and 40% RPMI at 1 × 10^7^/mL in the vapor phase of liquid nitrogen. After thawing and washing in PBS, 1 × 10^6^ cells in 200-μL PBS were injected into the tail vein of sublethally irradiated (6 Gy in a single dose) female CD45.1^+^ mice. To monitor lymphoid leukemogenicity, 5 × 10^6^ of CRISPR-edited HOXB8-FL cells (PROSER1 KO, TET2 KO, TET3 KO, TET2/TET3 double KO [DKO], or PROSER1/TET2 DKO; CD45.2^+^) were mixed with 0.1 × 10^6^ unfractionated nucleated BM support cells (CD45.1^+^) and injected IV into lethally irradiated (9.5 Gy in 2 equal doses 3 hours apart) female CD45.1^+^ mice. Hematopoietic tissues were harvested from all recipient animals ∼12 weeks after transplantation and analyzed by flow cytometry.

### Generation of mutant HOXB8-FL cell lines

HOXB8-FL cells were derived as previously described and cultured in progenitor outgrowth medium (POM)^29^: RPMI-1640 (Invitrogen; 31870-074) supplemented with 10% mESC-certified FBS (Thermo Fisher Scientific; 16141079), 2-mM l-Glutamine, 0.1-mM β-mercaptoethanol, 100 IU/mL penicillin-streptomycin, 1-μM β-estradiol (E_2_; Sigma; E2758), and 5% filtered cell culture supernatant from a Flt3L-producing B16 melanoma cell line (a kind gift from E. Villablanca). Biallelic disruption of *Proser1* and *Tet3* genes was performed using Alt-R CRISPR-Cas9 system (integrated DNA technologies) according to the manufacturer’s instructions, with ribonucleoprotein complexes containing TrueCut v2 Cas9 protein (Thermo Fisher; A36498), Alt-R CRISPR-Cas9 CRISPR RNA (crRNA) targeting mouse *Proser1* (5′- GTGCTGGATGAAATTCGAA-3′) or *Tet3* (5′-AAGGAGGGGAAGAGTTCTCG-3′) precomplexed with transactivating crRNA (tracrRNA), and carrier single-strand DNA (ssDNA). In brief, these were assembled by annealing equimolar amounts of crRNA and tracrRNA oligos, mixing with equimolar amounts of TrueCut v2 Cas9 protein and ssDNA carrier, and incubating at room temperature for 5 minutes, followed by electroporation into HOXB8-FL cells. Electroporation of HOXB8-FL cells were done using Neon Transfection System 10-μL kit (Invitrogen; MPK1025). Cells were washed in PBS, resuspended in Buffer T, mixed with RNP complexes to the final concentrations of 1 × 10^7^ cells per mL and 1.2-μM RNP complexes, electroporated according to the manufacturer’s instructions using the settings 2200 mV, 10 milliseconds, and 1 pulse, and plated in antibiotic-free POM medium. After a 2-day recovery period in antibiotic-free POM, the cells were resuspended at <500 cells per mL in semisolid E_2_/Flt3L medium (MethoCult M3231 containing 2-mM l-glutamine and 100 IU/mL penicillin-streptomycin, with added 1 μM E_2_ and 5% B16-Flt3L supernatant) and plated onto 35-mm plates at 1 mL per plate. Well-spaced clonal colonies were picked 6 to 7 days after plating under an inverted microscope and cultured in standard POM media for mutation screening.

PROSER1/TET2 DKO lines were generated by biallelic CRISPR-Cas9 disruption of *Proser1* as described earlier in a constitutive TET2 KO line. The TET2/TET3 DKO line was generated by transfecting TET2^fl/fl^/TET3 KO line with StemMACS Cre Recombinase messenger RNA (mRNA; Miltenyi Biotech; 1 × 10^7^ cells per mL and 0.05 μg/μL mRNA), thus inducing excision of exon 3 in the *Tet2* gene locus. The complete deletion of *Tet2* in the transfected population was confirmed by genotyping for *Tet2* alleles^30^ and TET2 western blot at 5 days after transfection. StemMACS mCherry mRNA (130-120-975) was used as a control.

See the supplemental Methods for additional information including immunoprecipitation and mass spectrometry, chromatin immunoprecipitation and RNA sequencing (seq), and DNA methylome analysis.

## Results

### PROSER1 is an integral component of TOPD complexes in hematopoietic cells

To study the role of PROSER1 in hematopoiesis, we initially examined the expression pattern of PROSER1 using a comprehensive mRNA expression atlas of 40 human tissues.^31^^,^^32^ We noted that PROSER1 expression is high in human BM, the main site of hematopoiesis, and mirrors the expression patterns of other TOPD complex members such as TET2, TET3, and PSPC1 (Figure 1A). Furthermore, PROSER1 is constitutively expressed in human hematopoietic stem and progenitor cells as well as myeloid and lymphoid lineages (supplemental Figure 1A). Previous studies have found interactions between PROSER1 and TET proteins in HEK293 cells and mouse mESCs.^26^^,^^28^ To determine whether these interactions are also observed in hematopoietic cells, we expressed FLAG-tagged (DYKDDDDK) full-length TET2 in the human erythroleukemia cell line K562 and determined the TET2 protein-protein interactome. Analysis of triplicate FLAG immunoprecipitation and mass spectrometry experiments revealed significant enrichment of PROSER1 as well as other known TOPD interactors such as OGT and the DBHS proteins PSPC1, NONO, and SFPQ (Figure 1B). These protein-protein interactions could furthermore be validated using immunoprecipitation followed by western blotting (Figure 1C), and similar interactions could be found in the human dendritic cell line CAL-1 (Figure 1D). We also noted that PROSER1 alterations, including missense, splice site, and frameshift mutations, have been identified in various hematological malignancies of both myeloid and lymphoid origin, albeit at much lower frequencies than TET2 mutations (Figure 1E-F). Together, these results suggest that TOPD complex formation is preserved in human hematopoietic cells and that PROSER1 mutations may contribute to disease development.

**Figure 1.**
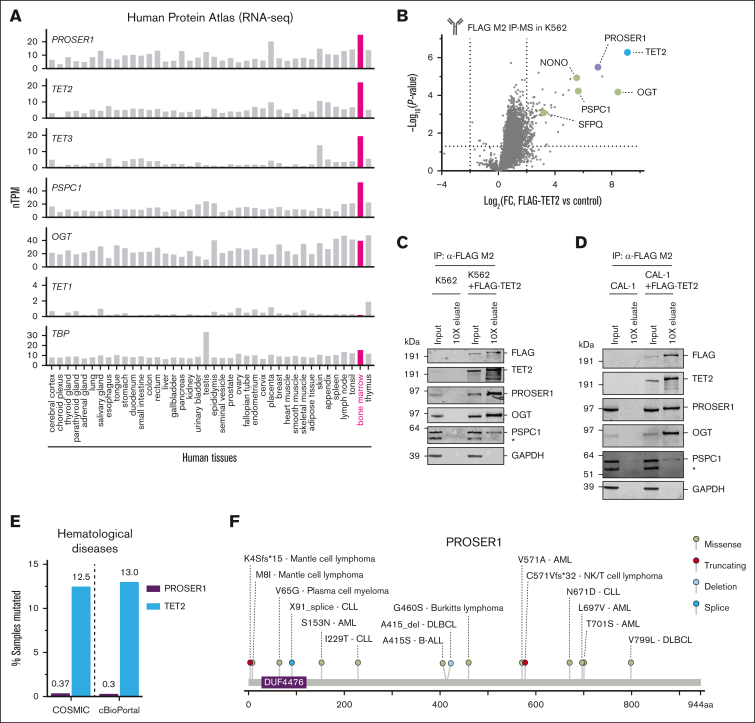
**PROSER1 is an integral component of TOPD complexes in hematopoietic cells.** (A) Bar charts showing Human Protein Atlas normalized mRNA expression (nTPM) across 40 human tissue types for *PROSER1*, *TET2*, *TET3*, *PSPC1*, *OGT*, *TET1*, and *TBP* (reference). All TOPD mRNA transcripts, except *TET1*, are highly expressed in BM. (B) Volcano plot showing protein hits from FLAG M2 immunoprecipitation and mass spectrometry (IP-MS) in K562 cells overexpressing FLAG-tagged full-length human TET2 compared to wild-type control (n *=* 3 biological replicates). Dotted lines indicate fourfold change and *P* value of .05. TOPD complex partners are highlighted and identified. See supplemental Table 2 for full list of enriched proteins in IP-MS experiment. (C) Western blot of input and 10× concentration eluates from FLAG M2 IP on independent lysates from wild-type K562 or K562 cells overexpressing FLAG-tagged full-length human TET2. Asterisk (∗) indicates a nonspecific reactive band. (D) Same as in panel C but for lysates obtained from the human dendritic cell line, CAL-1, overexpressing FLAG-tagged full-length human TET2. (E) Bar chart showing frequency of all PROSER1 and TET2 mutations found in hematological malignancies and listed in COSMIC^33^ and cBioPortal^34^ databases. (F) Lollipop diagram indicating PROSER1 alterations (missense, truncating, deletion, and splice mutations) identified in human hematopoietic malignancies. The change in amino acid sequence as well as disease subtype is shown. Mutational data were curated from COSMIC^33^ and cBioPortal.^34^ AML, acute myeloid leukemia; B-ALL, B-cell acute lymphoblastic leukemia; DLBCL, diffuse large B-cell lymphoma; FC, fold change; NK, natural killer.

### The leukemia-suppressive functions of TET proteins are preserved in the absence of PROSER1

Given the critical role of TET proteins in regulating hematopoietic differentiation and prevention of hematological malignancies, we hypothesized that PROSER1 deficiency may mimic the effects of TET2 mutations in hematopoiesis. To test this, we took advantage of a previously described in vitro culture system of primary murine multipotent hematopoietic progenitors based on inducible expression of HOXB8 (HOXB8-FL cells).^29^^,^^35^, ^36^, ^37^ These cells can be maintained indefinitely and, upon withdrawal of E_2_ from the culture media, be instructed to differentiate along myeloid or lymphoid lineages in cell cultures and upon transplantation into mice (supplemental Figure 1B). Using CRISPR-Cas9 gene editing, we isolated independent clonal HOXB8-FL cell lines carrying homozygous frameshift indels in the PROSER1 locus. Furthermore, we isolated HOXB8-FL cell lines with constitutive TET2 KO. Western blotting confirmed complete KO of PROSER1, whereas the expression and stability of TET2 and other TOPD complex partners were unaffected (supplemental Figure 1C-E).

We first performed 7-day growth assays in semisolid medium that supports self-renewal activity. Under these conditions, loss of TET2 results in approximately threefold increase in cumulative cell numbers compared to wild-type HOXB8-FL cell lines. In contrast, loss of PROSER1 did not confer enhanced proliferative capacity (Figure 2A). We subsequently expressed the AE oncogene in HOXB8-FL cells and serially replated them in semisolid media under conditions of E_2_ withdrawal (to inhibit HOXB8-driven proliferation) and cytokine supplementation (to promote the growth of leukemic blasts). In accordance with previous findings in lineage-depleted BM cells,^18^^,^^38^ loss of TET2 enhanced the serial replating capacity of AE-transduced HOXB8-FL cells. In contrast, PROSER1 KO cells, such as wild-type cells, steadily lost replating capacity over time (Figure 2B). Finally, we transplanted freshly AE-transduced wild-type, TET2 KO, or PROSER1 KO HOXB8-FL cells into lethally irradiated recipient mice along with CD45.1 support BM cells (Figure 2C). Although most mice that received transplant with TET2 KO cells succumbed to myeloid leukemia, with a median latency of 104 days, only 1 of 12 mice that received PROSER1 KO cells showed signs of distress and was observed to have transduced cells in the BM and spleen at the time of harvest (Figure 2D-E). However, in contrast to cells isolated from a leukemic TET2 recipient mouse, the BM cells from the diseased PROSER1 mouse failed to engraft and cause disease in sublethally irradiated secondary recipient animals, suggesting that these cells were not fully transformed (supplemental Figure 2A-C).

**Figure 2.**
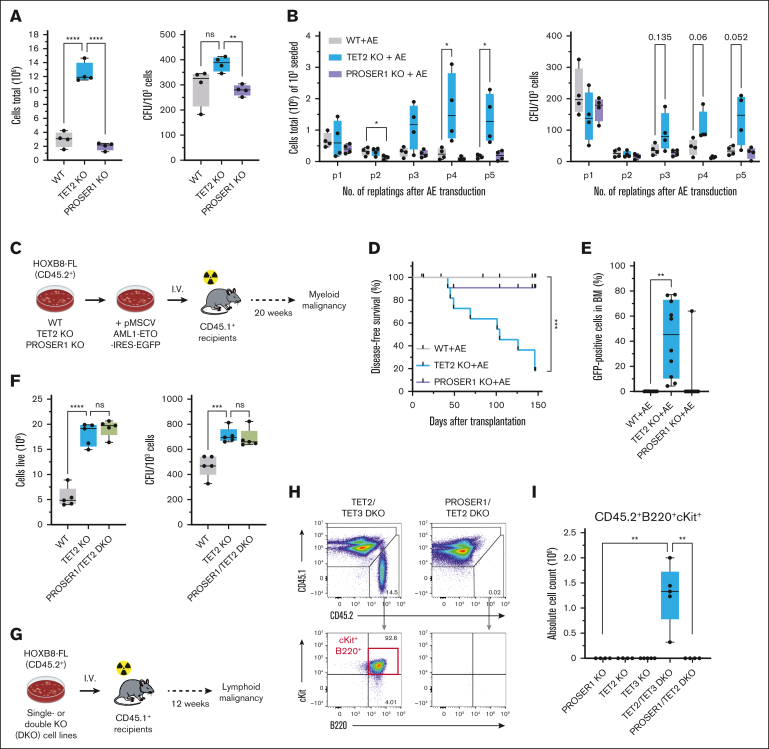
**The leukemia-suppressive functions of TET proteins are preserved in the absence of PROSER1.** (A) Box plots showing cell numbers (left) and colony-forming units (CFUs; right) of wild-type, TET2 KO, and PROSER1 KO HOXB8-FL cells grown in semisolid media (+E_2_ and +Flt3L) for 7 days. Each dot represents an independently derived cell line (n *=* 4). ∗∗*P* < .01; ∗∗∗∗*P* < .0001 (Brown-Forsythe and Welch analysis of variance [ANOVA] test). (B) Same as in panel A but for HOXB8-FL cells expressing AE onco-fusion protein and replated 5 times (7 days each) in semisolid media without E_2_ and with cytokines (+stem cell factor, +interleukin-3 [IL-3], and +IL-6) to support leukemic blast cell growth. ∗*P* < .05 (unpaired 2-tailed *t* test with individual variance for each replating). (C) Schematic illustrating AE in vivo leukemia transplantation assay. (D) Kaplan-Meier plot showing disease-free survival of recipient mice transplanted with AE expressing HOXB8-FL cells of the indicated genotypes. ∗∗∗*P* < .001 (Log-rank [Mantel-Cox] test). (E) Proportion of GFP-positive AE-expressing leukemic blasts in BM of recipient mice at the time of harvest. ∗∗*P* < .01 (unpaired 2-tailed *t* test with Welch correction). (F) Box plots showing cell numbers (left) and CFUs (right) of wild-type, TET2 KO, and PROSER1/TET2 DKO HOXB8-FL cells grown in semisolid media (+E_2_ and +Flt3L) for 7 days. Each dot represents an independently derived cell line (n *=* 4). ∗∗∗*P* < .001; ∗∗∗∗*P* < .0001 (Brown-Forsythe and Welch ANOVA test). (G) Schematic illustrating B-cell malignancy transplantation assay. (H) Representative fluorescence-activated cell sorter (FACS) plots showing expansion of immature B-cell blasts in BM 12 weeks after transplantation of TET2/TET3 DKO HOXB8-FL cells. Immature B-cell blasts are not found in mice receiving HOXB8-FL cells with PROSER1/TET2 DKO as well as PROSER1 KO, TET2 KO, and TET3 KO. (I) Box plot showing absolute counts of CD45.2^+^B220^+^cKit^+^ immature B-cell blasts in BM at 12 weeks after transplantation into lethally irradiated CD45.1 recipient mice. ∗∗*P* < .01 (unpaired 2-tailed *t* test with Welch correction). GFP, green fluorescent protein; ns, nonsignificant; p1, plating no.; WT, wild-type.

TET3, along with TET2, is highly expressed in BM, and previous reports have established an essential role of these proteins in prevention of lymphoid malignancies.^7^^,^^9^^,^^39^, ^40^, ^41^, ^42^, ^43^, ^44^, ^45^ Therefore, we aimed to test whether loss of PROSER1 alone could drive lymphoid proliferation or play a crucial role when TET activity is low. To investigate this, we took advantage of the robust but transient B-cell differentiation observed when injecting HOXB8-FL cells into recipient mice^29^ and compared cell lines with single-gene KOs or DKOs of PROSER1/TET2 or TET2/TET3. Importantly, deletion of PROSER1 in a TET2 KO background did not reduce the TET2 KO–dependent increase in cell growth and colony-formation capacity (Figure 2F). It is therefore unlikely that PROSER1 KO can suppress the effects of TET2 loss of function in hematopoietic progenitors. We then transplanted these cells into lethally irradiated recipient mice alongside CD45.1^+^ support BM cells and harvested hematopoietic tissues 12 weeks after transplant (Figure 2G). Notably, we found that concurrent deletion of TET2 and TET3 in HOXB8-FL cells results in an early blockade of B-cell differentiation, characterized by an expansion of immature CD45.2^+^B220^+^cKit^+^ blast cells within the BM of recipient mice. Conversely, mice receiving HOXB8-FL cells with individual deletions of PROSER1, TET2, or TET3 exhibit minimal or no presence of CD45.2^+^ cells, indicative of exhaustion of HOXB8-FL repopulation potential at this late time point. Finally, the combined deletion of TET2 and PROSER1 failed to induce a B-cell differentiation block, suggesting that, despite the loss of both TET2 and TOPD complexes, the residual TET3 catalytic activity is sufficient to suppress the expansion of aberrant B-cell progenitors (Figure 2H-I; supplemental Figure 2D-F). Overall, these results demonstrate that loss of PROSER1 is insufficient to induce aberrant proliferation and promote myeloid or lymphoid transformation via dysregulation of TET-mediated epigenetic regulation.

### PROSER1 loss leads to aberrant DNA methylation in hematopoietic progenitors

Although PROSER1 deficiency does not appear to contribute to the development of TET-related hematological malignancies, it is likely to modulate DNA demethylation and potentially have additional functions in regulation of hematopoiesis. To gain more insight into this, we generated base-resolution DNA methylation profiles using enzymatic methyl sequencing from independently derived wild-type, PROSER1 KO, and TET2 KO HOXB8-FL cell lines, as well as genome-wide maps of histone modifications H3K4me1, H3K27ac, and H3K27me3 to define the activation status of promoters and enhancers (supplemental Figure 3A-B). In contrast to the global DNA hypomethylation phenotype previously reported in PROSER1-deficient mESCs,^26^ the overall genomic DNA methylation landscape, including gene bodies, non-CGI promoters, and heterochromatic domains, remained largely unchanged in PROSER1-deficient hematopoietic progenitor cells (Figure 3A). Conversely, a marked increase in DNA methylation was observed at CGIs, with 1127 CGIs exhibiting a >10% average increase in DNA methylation (Figure 3B-C). Enrichment analysis of gene ontology terms revealed that most hypermethylated CGIs were associated with genes encoding developmental regulators (supplemental Figure 3C), aligning with the proposed role of PROSER1 in early developmental processes.^26^ These genes were furthermore found to be enriched for H3K27me3 and typically silenced in both wild-type and PROSER1-deficient HOXB8-FL cells (supplemental Figure 3D-E). Together, this suggests that the observed CGI hypermethylation may only have a minor impact on hematopoietic gene expression programs.

**Figure 3.**
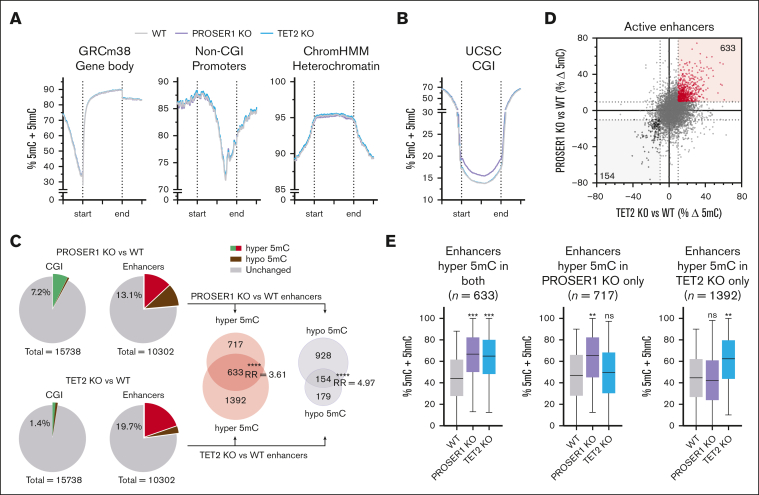
**PROSER1 loss leads to aberrant DNA methylation in hematopoietic progenitors.** (A) Quantitation trend plots of DNA methylation quantified by enzymatic methyl sequencing (EM-seq) in gene bodies, non-CGI promoters, and heterochromatin for CpG sites covered by minimum 10 EM-seq reads in all samples in WT, PROSER1 KO, and TET2 KO HOXB8-FL cells. (B) Same as in panel A but showing DNA hypermethylation in CGIs in PROSER1-deficient HOXB8-FL cells. (C) Pie charts showing fraction of hypermethylated (>10% average increase) or hypomethylated (>10% average decrease) CGIs and active enhancers as well as the overlap of active enhancers with altered DNA methylation in PROSER1 KO and TET2 KO HOXB8-FL cells. ∗∗∗∗*P* < .0001 (2-tailed Fisher exact test). (D) XY scatterplot showing correlation between DNA methylation changes at active enhancers in TET2 (horizontal x-axis) and PROSER1 (vertical y-axis) KO HOXB8-FL cells. Each dot represents average methylation difference of all CpG sites (>10 reads) within a specific enhancer. (E) Box plots showing average enhancer DNA methylation in wild-type, PROSER1 KO, and TET2 KO HOXB8-FL cells at enhancers with >10% hypermethylation in both genotypes (left), PROSER1 KO only (middle), or TET2 KO only (right) cells. Error bars represent the ±min/max, and the line is the median. The effect sizes of DNA methylation change compared to wild-type was measured with Cohen *d*. ∗*d* > 0.3 (small effect); ∗∗*d* > 0.6 (medium effect); ∗∗∗*d* > 0.9 (large effect). max, maximum; min, minimum; ns, nonsignificant; RR, relative risk; WT, wild-type; UCSC, University of California Santa Cruz.

Analysis of DNA methylation changes at active enhancer regions also uncovered substantial alterations. Using a threshold of >10% average DNA methylation gain or loss, we identified 1350 hypermethylated and 1082 hypomethylated enhancers in PROSER1 KO cells (Figure 2C). Gene ontology analysis indicated that enhancers exhibiting both increased and decreased DNA methylation were associated with genes important for hematopoietic differentiation (supplemental Figure 3F-G). In contrast, loss of TET2, as previously reported in both murine and human hematopoietic cells,^7^^,^^17^, ^18^, ^19^, ^20^, ^21^ resulted predominantly in increased enhancer DNA methylation affecting ∼20% of all active enhancers (Figure 3C). Interestingly, comparative analysis of enhancer methylation patterns in PROSER1- and TET2-deficient cells identified a significant subset of enhancers (*P* < .0001; Fisher exact test) that were hypermethylated upon loss of either protein (Figure 3C-D). This shared subset of 633 hypermethylated enhancers exhibited similar increases in DNA methylation and accounted for approximately one-third of the total enhancer hypermethylation observed in TET2-deficient cells (Figure 3E). In addition, we observed enhancer hypermethylation of a unique set of 717 enhancers in PROSER1-deficient cells, potentially due to the concurrent impairment of TET3 function (Figure 3E). Collectively, these data indicate a potential cooperative function of PROSER1 and TET2 and possibly other TOPD complex members, including TET3, in maintaining low DNA methylation at CGIs and enhancers, which may affect normal hematopoiesis.

### PROSER1 deficiency impairs regulation of genes involved in cell cycle and HSC homeostasis and leads to exhaustion of HSC activity upon serial transplantations

Encouraged by these findings, we sought to investigate the impact of PROSER1 deletion on hematopoietic stem cell (HSC) function and lineage differentiation using a previously described constitutive PROSER1 KO mouse model.^26^ Analysis of terminally differentiated lineages and progenitor cells in adult PROSER1-deficient mice (aged ∼5-6 months) revealed that the hematopoietic system was largely unaffected under steady-state conditions (supplemental Figure 4A-E). However, detailed analyses of the stem and progenitor compartment showed a decrease in the proportion and absolute number of long-term HSCs (CD150^+^CD48^–^) within the LSK population (Figure 4A-B; supplemental Figure 4F). To investigate this further, we performed serial competitive transplantation assays using CD45.1/CD45.2 congenic markers to test the cell-autonomous effect of PROSER1 deficiency on long-term reconstitution and multilineage differentiation capabilities (Figure 4C). Peripheral blood analysis of primary recipient mice demonstrated that LSK cells from wild-type littermates showed robust long-term reconstitution of both myeloid and lymphoid lineages. In contrast, LSK cells from PROSER1 KO mice, although initially exhibiting strong repopulation, showed a significant decline in myeloid lineage output at 16 weeks after transplantation (Figure 4D). In line with these findings, PROSER1 KO cells had reduced contribution to myeloid lineages within the spleens of recipient animals at the 20-week end point (Figure 4F). Additionally, we observed a modest decrease in PROSER1 KO HSCs and downstream progenitors within the BM (Figure 4G), suggesting an emerging deficiency in the stem cell compartment that is initially manifested in myeloid cell types due to their relative rapid turnover. To investigate this further, we transplanted unfractionated pooled BM from primary recipients into lethally irradiated secondary recipient animals (Figure 4C). Analysis of periodic peripheral blood samples revealed a decrease in the ability of PROSER1 KO cells to reconstitute multilineage hematopoiesis, affecting both myeloid and lymphoid lineages (Figure 4E). This was furthermore accompanied by a reduction in contribution of PROSER1 KO cells to all major terminally differentiated blood lineages within the spleen of secondary recipient animals, as well as a sharp decrease of PROSER1 KO long-term HSCs in the BM at the 20-week end point (Figure 4H-I).

**Figure 4.**
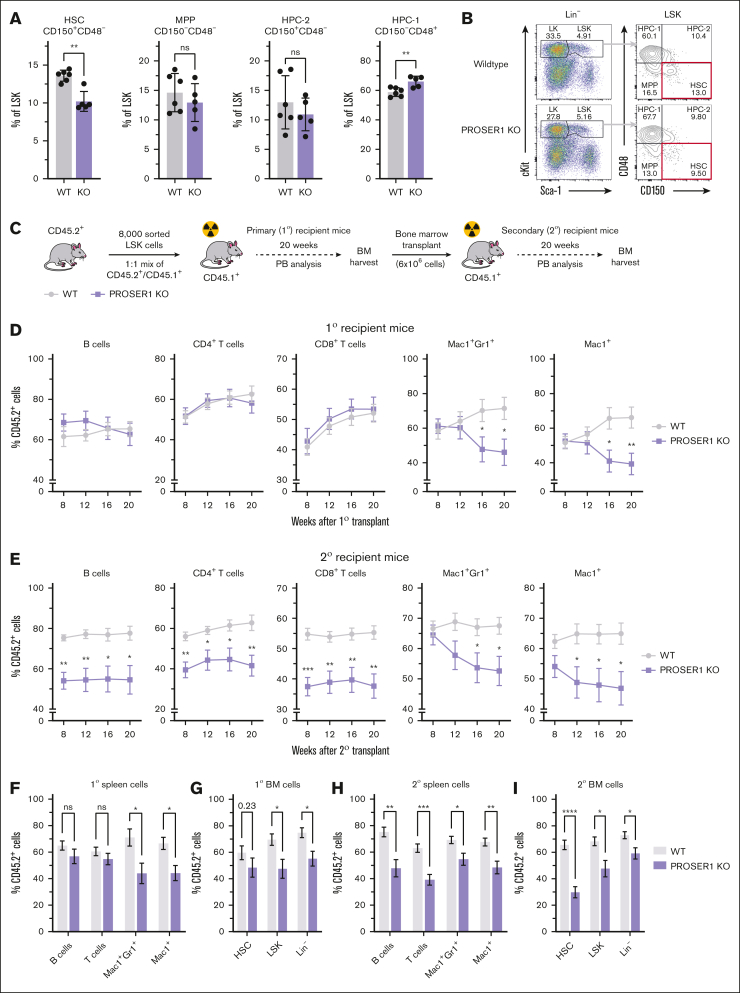
**Loss of PROSER1 leads to exhaustion of HSC activity upon serial transplantations.** (A) Bar charts showing fraction of CD150^+^CD48^–^ long-term HSCs, CD150^–^CD48^–^ MPP, CD150^+^CD48^+^ HPC-2, and CD150^–^CD48^+^ HPC-1 cells within the LSK population in 5- to 6-month-old wild-type and PROSER1-deficient animals. Data represent mean ± standard deviation (n = 5-6). ∗∗*P* < .01 (unpaired 2-tailed *t* test with Welch correction). (B) Representative FACS plots showing gating strategy^46^ as well as CD150/CD48 surface marker expression in LSK cells harvested from wild-type and PROSER1-deficient animals. (C) Schematic showing serial transplantation assay. Sorted LSK cells from CD45.2^+^ wild-type or PROSER1 KO mice were mixed with equal numbers of sorted CD45.1^+^ LSK competitor cells and transplanted into lethally irradiated primary (1°) CD45.1^+^ recipients. After 20 weeks, 6 × 10^6^ unfractionated nucleated BM cells pooled from primary mice were retransplanted into lethally irradiated secondary (2°) recipient mice. (D) Percentages of CD45.2^+^ cells in periodic peripheral blood samples from 1° recipient mice in B220^+^ B-cell, CD4^+^ T-cell, CD8^+^ T-cell, Mac1^+^Gr1^+^ neutrophilic granulocyte, and Mac1^+^ monocyte/granulocyte cell populations over 20 weeks. Data represent mean ± standard error of the mean (SEM) (n = 8). ∗*P* < .05; ∗∗*P* < .01 (unpaired 2-tailed *t* test with Welch correction). (E) Same as in panel D but for 2° recipient animals. (F,H) Bar charts showing percentages of CD45.2^+^ cells in the indicated terminal differentiated lineages in spleens harvested from 1° (F) or 2° recipient animals (H) after 20 weeks. (G,I) Same as for panels F,H but for hematopoietic stem and progenitor cells in BM harvested from 1° (G) or 2° recipient animals (I) after 20 weeks. Data represent mean ± SEM (n = 8). ∗*P* < .05; ∗∗*P* < .01; ∗∗∗*P* < .001; ∗∗∗∗*P* < .0001 (unpaired 2-tailed *t* test with Welch correction). HPC, hematopoietic progenitor cell; MPP, multipotent progenitor; ns, not significant; PB, peripheral blood; WT, wild-type.

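LSK cells are bone marrow (BM) cells that lack lineage markers and carry Sca1 and cKit, a population that contains the hematopoietic stem cells (HSCs) and multipotent progenitors. BM of wild-type mice or of mice with a constitutive endonuclease-mediated PROSER1 KO was given to irradiated recipients (9.5 Gy), and RNA of sorted LSK cells was sequenced as read pairs in 4 wild-type and 3 PROSER1 KO libraries. The authors trimmed the reads, mapped them to the mouse genome (mm10, which is GRCm38), counted read pairs per gene and deposited normalized counts, which are the counts divided by 1 size factor per library, without a filter on low values. Every value of a library was a whole multiple of the same step, so that the read pairs could be recovered (100% of values whole within 0.01 read pairs). The wild-type libraries held 33143619 to 42742329 read pairs on genes, with a median of 38002734, and the libraries labelled PROSER1 KO held 37140168 to 45140743, with a median of 40794865. At these depths 3 read pairs, taken as the limit that a count of 0 allows, correspond to normalized counts between 2.54 and 3.48, which covers counting error only. The number of donors, and how donors and recipients map to libraries, are not stated. P-values here therefore measure the spread among libraries, which may share donors. Libraries of the same group were counted as separate replicates by their labels. They differed from each other by more than the sampling noise (chi-square per degree of freedom between 30.4 and 96.6), which shows only that no 2 of them hold the same counts. Expression was compared with limma on log2(normalized count + 1) over the 16251 genes with a mean normalized count of at least 10, and differentially expressed genes were taken at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 1.5. On this scale, fold changes of genes with low counts are understated.

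Proser1 (ENSMUSG00000049504), the targeted gene, lies on the forward strand of chromosome 3 from 53463666 to 53481755. Its normalized counts were 2019.4, 2153, 2103 and 2077 in wild-type replicates 1 to 4 and 2464, 2359 and 2338 in PROSER1 KO replicates 1 to 3. The means were 2088 ± 55.5 (SD, n = 4) and 2387 ± 67.5 (SD, n = 3), a log2 fold change of 0.19 (standard error 0.049, adjusted p = 0.204 from limma). All 3 libraries labelled PROSER1 KO lay above all 4 wild-type libraries (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 3 allow). Since Proser1 mRNA was not lower there, the direction of every difference rests on the labels alone. This does not show that the labels are wrong. An allele that removes the protein but leaves the mRNA stays open, as counts per gene do not show the targeted site. The other 7 genes of the TOPD complex (Tet1, Tet2, Tet3, Ogt, Pspc1, Nono and Sfpq) had log2 fold changes between -0.11 (Pspc1) and 0.20 (Tet1), and 0 of them were differentially expressed (lowest adjusted p = 0.407 from limma, Tet1). At an unadjusted p-value under 0.05 there was 1, Tet1. The direction of Tet2, Tet3, Ogt and Sfpq changed with single libraries left out.

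**Figure D1:**
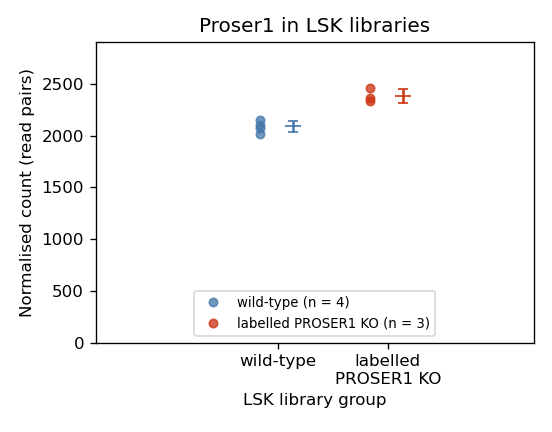
Normalized counts of Proser1 (vertical axis, in read pairs, starting at 0) in each wild-type LSK library and each library labelled PROSER1 KO (horizontal axis). Points are libraries, and horizontal and vertical bars are the mean ± SD; the labelled PROSER1 KO libraries sit between 2338 and 2464, above all wild-type libraries.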

To further investigate the primary and cell-autonomous molecular consequences of loss of PROSER1 in hematopoietic stem and progenitor cells, we transplanted wild-type or PROSER1 KO BM into lethally irradiated recipients and performed RNA seq in LSK cells harvested at day 77 after transplant, a time point before the onset of the PROSER1 phenotype (Figure 5A). Computational analysis revealed distinct clustering of the wild-type and KO samples (Figure 5B), as well as 165 differentially expressed genes (*P*-adj < .05; fold change > 1.5; Figure 5C). Among these, we observed upregulation of Periostin (*Postn*),^47^ Matrilin-4 (*Matn4*),^48^ Nuclear Protein 1, Transcriptional Regulator (*Nupr1*),^49^ and Cyclin-Dependent Kinase Inhibitor 2C (*Cdkn2c*),^50^ as well as downregulation of Aryl Hydrocarbon Receptor Nuclear Translocator 2 (*Arnt2*)^51^ and Protein Tyrosine Phosphatase Non-Receptor Type 13 (*Ptpn13*),^52^ all of which are implicated in the regulation and function of HSCs (Figure 5D). 

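Between the 4 wild-type libraries and the 3 libraries labelled PROSER1 KO, 50 genes had an adjusted p-value under 0.05 with limma, and 42 of these also changed by more than 1.5-fold, 20 of them higher and 22 lower in the libraries labelled PROSER1 KO. Over all tested genes, the groups did not overlap in 10.0% (1625 genes), against 5.71% by chance. At an unadjusted p-value under 0.05 there were 1582 genes. Of the alternatives, DESeq2 on the recovered read pairs moved the number of differentially expressed genes the most, to 165, 80 higher and 85 lower. On the same read pairs, edgeR gave 40 genes, 21 higher and 19 lower, of which 39 were among the 42.

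Among the largest rises, Slc15a2 (ENSMUSG00000022899, chromosome 16, 36750177 to 36784962) had normalized counts of 864 ± 106 (SD, n = 3) in the libraries labelled PROSER1 KO and 55.8 ± 22.2 (SD, n = 4) in wild-type, a log2 fold change of 4.00 (standard error 0.27, adjusted p = 0.000293 from limma). Gm8425 overlaps it on the other strand. The immunoglobulin variable gene Igkv4-81 (ENSMUSG00000076539, chromosome 6, 68990758 to 68991294) had 1189, 180 and 241 normalized counts in the libraries labelled PROSER1 KO, 4.64 in wild-type replicate 4 and 0 in the other wild-type libraries (log2 fold change 7.92, adjusted p = 0.00464 from limma). Without the mean-variance trend in limma, its adjusted p-value was 0.0566. Its wild-type mean (1.16) lay below the limit of 3 read pairs, so that its fitted log2 fold change depended on the pseudocount. It was 10.5 at a pseudocount of 0.1 and 5.13 at 10. As a variable gene it shares sequence with others of its family, so that its reads are uncertain. Immunoglobulin transcripts took between 5.15% and 12.0% of the read pairs of each library, with RNA of plasma cells as a candidate source. Whether LSK cells themselves carried the rise of Igkv4-81 was therefore not shown. Gm7233 (ENSMUSG00000094151, chromosome 14, 43179867 to 43187988) was at 0 in all wild-type libraries and at 52.9 ± 11.8 in the libraries labelled PROSER1 KO, at least 15.2-fold higher. It is uncertain because its paralog Gm8113, with a log2 fold change of -1.01 (named after its values were seen), could share its reads. The processed pseudogene Gm12312 (ENSMUSG00000082145, chromosome 11, 70358138 to 70358781; log2 fold change 5.12, adjusted p = 0.0206 from limma) is uncertain for the same reason. Its wild-type mean (2.00) also lay below the limit, and its fitted log2 fold change was 6.91 at a pseudocount of 0.1 and 2.87 at 10. Its adjusted p-value was 0.136 at a pseudocount of 0.1 and 0.0997 without the trend. It rose to between 0.0855 and 0.129 when any one library labelled PROSER1 KO was left out. Gm4779 (ENSMUSG00000045010, X chromosome, 101790053 to 101794423) had normalized counts of 119, 36.4 and 364 in these libraries and 2.88 to 8.11 in wild-type (log2 fold change 4.30, adjusted p = 0.0428 from limma). It passed the threshold in only 1 of the 7 fits that each left out a library, the one without PROSER1 KO replicate 2, and not at a pseudocount of 10 (adjusted p = 0.0699), a minimum mean of 50 (0.0637) or without the trend (0.167).

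The largest falls included Gm43305 (ENSMUSG00000105703, chromosome 14, 54292443 to 54297456), a processed transcript with 800.1 ± 190.0 normalized counts in wild-type and 43.9 ± 15.2 in the libraries labelled PROSER1 KO (log2 fold change -4.19, adjusted p = 0.000231 from limma). The long noncoding RNA Gm5103 (ENSMUSG00000102544, chromosome 3, 51378024 to 51386324) fell from 37.7 ± 7.30 to 0 in all 3 libraries, at least 12.0-fold lower. The processed pseudogene Gm9522 (ENSMUSG00000098021, chromosome 15, 39180511 to 39181436), again uncertain, had 38.3 ± 11.0 normalized counts in wild-type and 2.09, 0 and 0.96 in PROSER1 KO replicates 1 to 3, all below the limit of 3 read pairs, and was at least 12.2-fold lower against that limit (adjusted p = 0.00775 from limma, 0.0564 at a pseudocount of 0.1). Mgst2 (ENSMUSG00000074604, chromosome 3, 51660360 to 51682677) had 925 ± 244 and 203 ± 78.0 normalized counts (log2 fold change -2.21, standard error 0.26, adjusted p = 0.00859 from limma). It was past the threshold neither with robust variance estimates (adjusted p = 0.0542) nor without PROSER1 KO replicate 2 (0.0594), nor without the mean-variance trend (0.0997). Gm37261 (ENSMUSG00000103527, 51672801 to 51673901; log2 fold change -4.22, adjusted p = 0.00829 from limma, 0.0818 without the trend) lies within Mgst2 on the same strand, so that the reads of these overlapping genes are uncertain.

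Within 10 Mb of Proser1 on chromosome 3, 4 of 76 tested genes were differentially expressed (5.26%), against 38 of 16118 elsewhere (0.236%; odds ratio 23.5, two-sided Fisher's exact test, p = 4.38e-05). These were Postn at 903 kb from Proser1, Gm37261 at 1799 kb, Mgst2 at 1801 kb and Gm5103 at 2091 kb. Of the other windows and fits, DESeq2 on the recovered read pairs moved this excess the most, with 5 of 97 tested genes (p = 0.00160 from Fisher's exact test). Among protein-coding genes alone, limma called 2 of 46 near Proser1 against 30 of 13075 elsewhere (p = 0.00558 from Fisher's exact test).

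**Figure D2:**
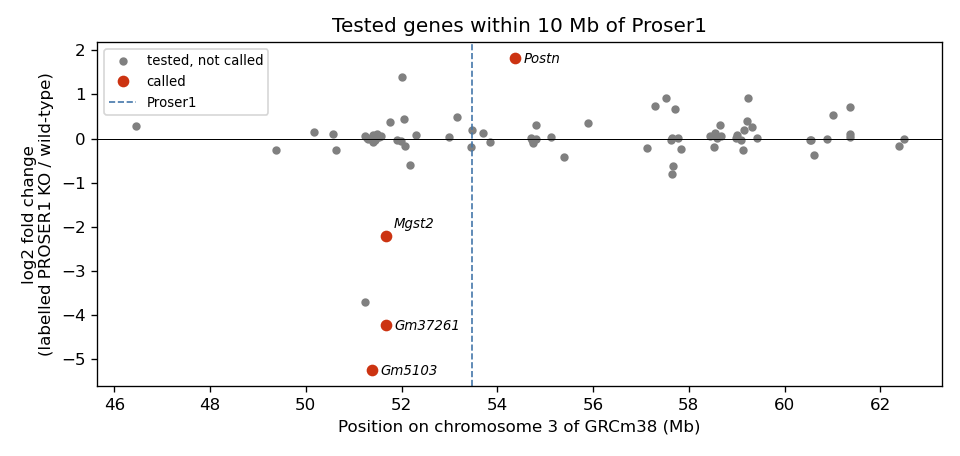
Log2 fold change between the libraries labelled PROSER1 KO and wild-type (vertical axis) against the position on chromosome 3 of GRCm38 in Mb (horizontal axis) for each tested gene within 10 Mb of Proser1. Red points are differentially expressed genes, grey points are the other tested genes and the dashed line marks Proser1; the fall of Gm38357 (log2 fold change -3.70), named after its value was seen, was not past the threshold.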

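Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037), which lies 903 kb from Proser1, had normalized counts of 280.0 ± 43.4 (SD, n = 3) in the libraries labelled PROSER1 KO and 78.5 ± 13.0 (SD, n = 4) in wild-type. Its log2 fold change was 1.83 (standard error 0.19, adjusted p = 0.00464 from limma) and stayed between 1.71 and 1.92 with each library left out in turn. Matn4 (ENSMUSG00000016995, chromosome 2, 164389393 to 164405160) had 119 ± 31.2 against 44.5 ± 27.5 normalized counts, a log2 fold change of 1.58 that was not past the threshold (standard error 0.48, adjusted p = 0.309 from limma) but was with DESeq2 (0.0340). Nupr1 (ENSMUSG00000030717, chromosome 7, 126623249 to 126630861) had 341 ± 57.9 against 158 ± 47.0 and a log2 fold change of 1.14 (standard error 0.24, adjusted p = 0.132 from limma). With robust variance estimates in limma its adjusted p-value was 0.0472, and with DESeq2 it was 0.000111. Cdkn2c (ENSMUSG00000028551, chromosome 4, 109660876 to 109667189) had 1522 ± 155 against 1107 ± 119, a log2 fold change of 0.46 (standard error 0.097, adjusted p = 0.132 from limma). This is a 1.38-fold change, below the minimum of 1.5-fold both here and with DESeq2, whose adjusted p-value was 0.000727.

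Arnt2 (ENSMUSG00000015709, chromosome 7, 84246278 to 84410176) had normalized counts of 39.8 ± 16.9 in the libraries labelled PROSER1 KO and 127 ± 5.92 in wild-type, with a log2 fold change of -1.73 (standard error 0.28, adjusted p = 0.0473 from limma). Its adjusted p-value was above 0.05 without a filter on low counts (0.0511), with a minimum mean of 50 (0.0601), without the mean-variance trend (0.132) and with edgeR (0.0643). It was also above 0.05 in all fits that left out 1 library (0.0829 to 0.168) except the one without PROSER1 KO replicate 1 (0.0206). Ptpn13 (ENSMUSG00000034573, chromosome 5, 103425192 to 103598303) had 98.0 ± 16.2 against 261 ± 104 and a log2 fold change of -1.35 (standard error 0.26, adjusted p = 0.0944 from limma). Wild-type replicate 1 had 417 normalized counts and the other wild-type libraries 203 to 213, and without it the log2 fold change was -1.10. The adjusted p-value of Ptpn13 was 0.0245 with robust variance estimates, 0.0315 without antigen receptor variable genes in the limma fit and 1.59e-05 with DESeq2. The methods do not state whether counting used the strand, so that reads in the stretches that Matn4 shares with Rbpjl, Arnt2 with Gm30873, and Ptpn13 with Gm42620 on the other strand are uncertain, as are those that Arnt2 shares with Gm25790 on the same strand.

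Over the 11 HSC regulators of the text and Fig. 5D, 4 were past the threshold among all genes tested (Postn, Palld, Tgfbi and Arnt2), and 10 when adjusted over the list alone, which is not independent evidence because the paper chose the list on these libraries. With DESeq2, 10 of the 11 were past the threshold. In all 11 genes the libraries labelled PROSER1 KO did not overlap the wild-type libraries, against a share of 5.71% by chance, which is no reference for genes chosen on these libraries, and these directions rest on the labels since Proser1 mRNA was not lower.

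**Figure D3:**
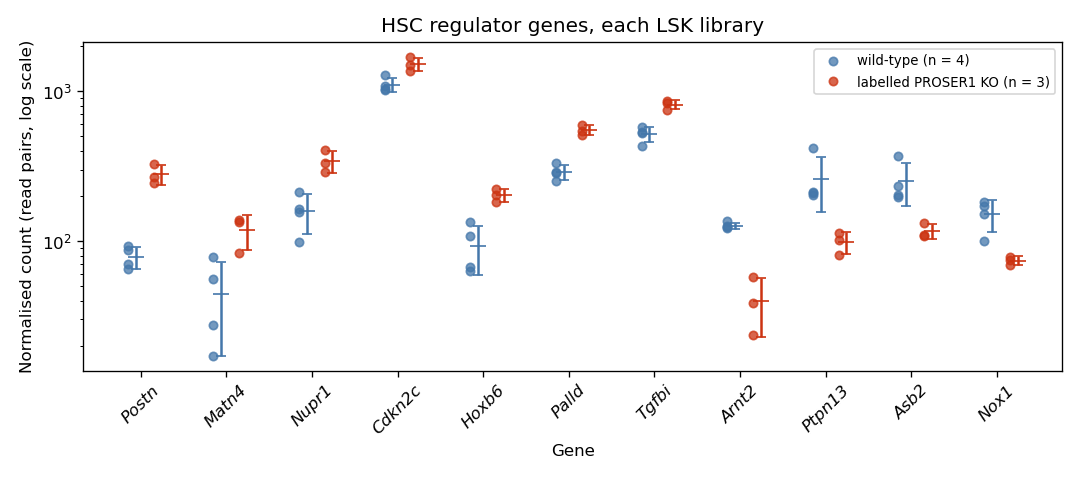
Normalized counts in read pairs (vertical axis, log scale) of the 11 HSC regulators (horizontal axis) in each wild-type LSK library (n = 4) and each library labelled PROSER1 KO (n = 3). Points are libraries and bars are the mean ± SD; the points of both groups do not overlap in any of the 11 genes.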

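Cell cycle genes were compared in 8 sets: the S phase and G2/M phase lists distributed with Seurat, written as mouse symbols, and 6 Reactome sets. The hallmark sets, the chemical and genetic perturbation sets and the set of genes that are lower in quiescent HSCs were not analysed here. With camera, a test of whether the genes of a set rank higher than the other genes, at a preset correlation between genes of 0.01, 51 of 54 G2/M genes were higher in the libraries labelled PROSER1 KO, with a mean log2 fold change of 0.16 (adjusted p = 4.12e-10 over the 8 sets). Of the S phase genes, 35 of 43 were higher, with a mean log2 fold change of 0.06 (adjusted p = 0.00515). The Reactome sets Mitotic Prometaphase (81 of 100 genes higher, adjusted p = 8.83e-06), Cell Cycle, Mitotic (260 of 389, 0.00515), G1 S-Specific Transcription (12 of 12, 0.0241), E2F mediated regulation of DNA replication (23 of 28, 0.0282) and G2 M Checkpoints (41 of 52, 0.0362) also passed, and S Phase (71 of 115, 0.328) did not.

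When the correlation between the genes of a set was estimated from the data, the adjusted p-values of the 8 sets lay between 0.671 and 0.818, and with fry, which also allows for this correlation, between 0.547 and 0.763, so that none of the 7 calls held under either. Without PROSER1 KO replicate 2, the S phase list was lower in the libraries labelled PROSER1 KO (adjusted p = 0.940 from camera), 0 of the 6 Reactome sets passed (1, Mitotic Prometaphase, at an unadjusted p-value under 0.05), and the G2/M list stayed higher (0.000839). Without wild-type replicate 4, the adjusted p-value of the S phase list was 0.239 and 1 Reactome set passed. Direction here follows the labels, as Proser1 mRNA was not lower in these libraries.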

Analysis of enriched gene signatures furthermore revealed that PROSER1 deficiency results in increased expression of cell cycle–related genes as well as high expression of genes that are normally downregulated in quiescent CD34^+^ HSCs compared to activated CD34^+^ HSCs (Figure 5E). 

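In single LSK libraries, the G2/M genes deviated from their mean over the 7 libraries by -0.07 ± 0.108 (SD, n = 4; log2 scale) in wild-type and 0.09 ± 0.146 (SD, n = 3) in the libraries labelled PROSER1 KO, and the groups overlapped (two-sided exact permutation test, p = 0.171). PROSER1 KO replicates 2 and 3, at 0.21 and 0.13, lay above every wild-type library, while replicate 1, at -0.07, lay below wild-type replicate 3 at 0.09. The S phase genes deviated by -0.03 ± 0.067 and 0.04 ± 0.115 (exact permutation p = 0.486). For the 6 Reactome sets the exact permutation p-values were between 0.200 and 0.657. With 4 and 3 libraries, 1 of 35 splits is the smallest share such a test can give, and these are not the sets of Fig. 5E. From the changed expression of HSC regulators (Fig. 5D) and the enriched signatures of cell cycle and of genes lower in quiescent HSCs (Fig. 5E), the paper proposes a shift between quiescence and activation of HSCs, with the altered HSC regulators as its possible cause. It ties this shift to the exhaustion of HSC activity in its serial transplantations (Fig. 4), which these libraries do not measure.

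**Figure D4:**
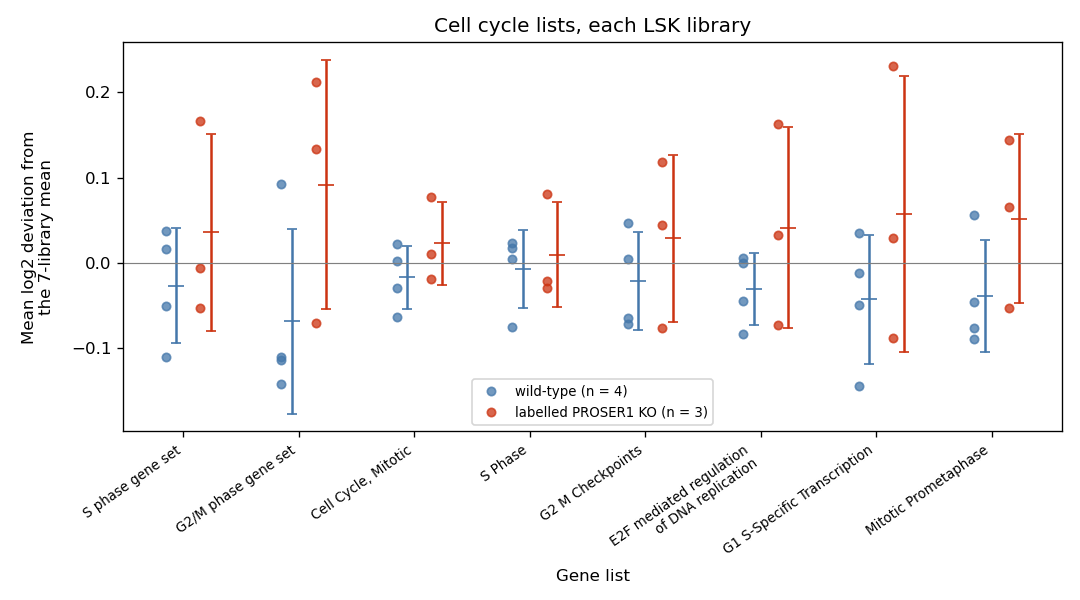
Mean log2 deviation of the genes of each of the 8 cell cycle sets from their mean over the 7 libraries (vertical axis) for each wild-type LSK library (n = 4) and each library labelled PROSER1 KO (n = 3), by set (horizontal axis). Points are libraries and bars are the mean ± SD; both groups overlap in every set.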

Taken together, these results suggest that PROSER1 deficiency disrupts the balance between HSC activation and quiescence, potentially caused by aberrant expression of specific HSC regulatory genes. This imbalance leads to increased cell cycle entry and a subsequent exhaustion of HSC activity, initially evident as reduced myeloid lineage differentiation and ultimately resulting in a compromised capacity for multilineage hematopoietic reconstitution (Figure 5F).

**Figure 5.**
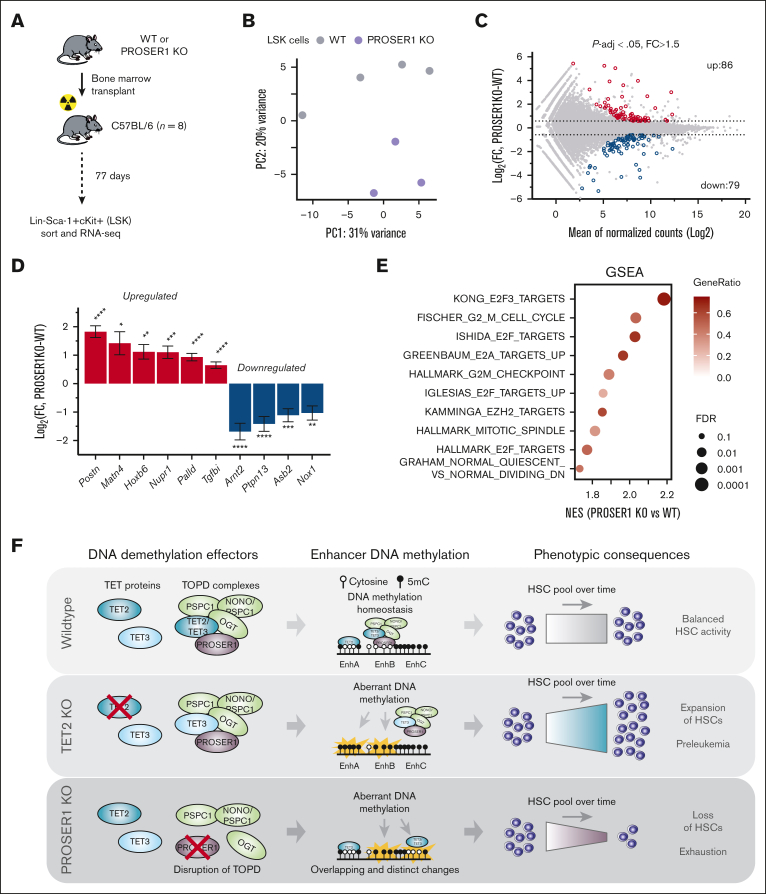
**Deregulation of genes involved in cell cycle and HSC homeostasis in PROSER1-deficient LSK cells.** (A) Schematic showing experimental setup to isolate wild-type and PROSER1-deficient LSK cells from BM chimeric animals. C57BL/6 recipients were lethally irradiated. (B) Principal component analysis plot of RNA seq data from biological replicate samples of wild-type (n = 4) and PROSER1 KO (n = 3) LSK cells. (C) MA plot showing differential expression analysis of wild-type and PROSER1 KO LSK cells. Red and blue symbols indicate significantly differentially upregulated and downregulated genes, respectively (threshold, *P*-adj < .05; FC > 1.5). The total number of differentially regulated genes in each category are indicated. See supplemental Table 3 for full list of differentially expressed genes. (D) Differential expression of selected genes with known roles in HSC homeostasis. Bars represent log_2_ fold change of expression in PROSER1 KO relative to wild-type LSK. Error bars represent the estimated standard error from DESeq2 output. Statistical significance was measured by Benjamini-Hochberg adjusted *P* value. ∗*P*-adj < .05; ∗∗*P*-adj < .01; ∗∗∗*P*-adj < .001; ∗∗∗∗*P*-adj < .001. (E) Enrichment scores (GSEA) of PROSER1 KO vs wild-type LSK cells in gene sets associated with cell cycle regulation and HSC quiescence. NES, gene ratios, and –log_10_ FDR values are displayed for each gene signature. (F) Illustration of the roles of PROSER1 and TET2 in regulation of DNA methylation and hematopoiesis. PROSER1 is a pan-TET interactor important for maintenance of DNA methylation homeostasis in hematopoietic cells. Loss of PROSER1 results in disruption of TOPD complexes and overlapping and distinct enhancer DNA methylation changes compared to changes observed in TET2 KO cells. These DNA methylation changes and the resulting deregulation of genes governing cell cycle and HSCs likely drive the observed exhaustion of HSC activity over time. GSEA, gene set enrichment analysis; FDR, false discovery rate; FC, fold change; NES, normalized enrichment scores; WT, wild-type.

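In a principal component analysis of log2(normalized count + 1) of the 500 most variable genes, centered and not scaled, component 1 held 25.9% of the variance and component 2 held 19.6%. On component 1 the wild-type libraries lay between -17.2 and -14.2 and the libraries labelled PROSER1 KO between 15.5 and 24.6. On component 2 the groups overlapped, with -21.4 to 17.7 in wild-type and -13.7 to 20.7 in the libraries labelled PROSER1 KO. The ratio of between-group to within-group squared distances (pseudo-F) was 1.73, the highest of the 35 ways to split the 7 libraries into 4 and 3, of which the next reached 1.34 (one-sided exact permutation test, p = 0.0286, the smallest it allows). Of the 500 genes, 139 were variable, diversity or joining genes of antigen receptors, and the ratio moved the most, to 2.22, without such genes.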

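The other 5 genes of this panel were measured in the same libraries, where direction again rests on the labels because Proser1 mRNA was not lower. Palld (ENSMUSG00000058056, chromosome 8, 61511433 to 61902690) had normalized counts of 552 ± 44.2 (SD, n = 3) in the libraries labelled PROSER1 KO and 289 ± 32.1 (SD, n = 4) in wild-type, a log2 fold change of 0.94 (standard error 0.12, adjusted p = 0.0107 from limma). Its adjusted p-value was 0.0557 without the mean-variance trend and 0.0669 without PROSER1 KO replicate 2. Tgfbi (ENSMUSG00000035493, chromosome 13, 56609523 to 56639562) had 812 ± 56.4 against 517 ± 59.3 and a log2 fold change of 0.65 (standard error 0.11, adjusted p = 0.0483 from limma). With any 1 library left out, its adjusted p-value was between 0.0553 and 0.176, and it was 0.0580 with a minimum mean of 50, 0.0622 with quantile normalization and 0.157 without the trend. Hoxb6 (ENSMUSG00000000690, chromosome 11, 96292476 to 96301569) had 202 ± 19.2 against 93.0 ± 33.7 and a log2 fold change of 1.18 (standard error 0.27), which was not past the threshold (adjusted p = 0.160 from limma) but was with DESeq2 (0.00201).

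Asb2 (ENSMUSG00000021200, chromosome 12, 103321142 to 103356001) was lower, with 116 ± 13.1 against 251 ± 79.9 normalized counts and a log2 fold change of -1.06 (standard error 0.22, adjusted p = 0.126 from limma). It passed the threshold with robust variance estimates (0.0329) and with DESeq2 (0.000295). Nox1 (ENSMUSG00000031257, X chromosome, 134086421 to 134221956) had 74.0 ± 4.95 against 151 ± 36.5 and a log2 fold change of -0.99 (standard error 0.23, adjusted p = 0.163 from limma). It passed with DESeq2 (0.00471) and in the limma fit without wild-type replicate 3 (0.0470). Because use of the strand in counting is not stated, reads in stretches that Hoxb6 shares with Hoxb5os, Palld with 4930512H18Rik, Asb2 with Gm15523, and Nox1 with Arl13a and Cstf2 on the other strand are uncertain. Reads in stretches that Palld shares with Gm18066 and Nox1 with Xkrx are uncertain with either way of counting, as these genes lie on the same strand.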

## Discussion

The prevalent occurrence of mutations in DNA methylation effectors, such as TET2 and DNMT3A, in individuals with clonal hematopoiesis^10^, ^11^, ^12^, ^13^ suggests that HSCs are particularly sensitive to disruption of DNA methylation homeostasis. It is therefore conceivable that mutations not only in the DNA methylation regulators themselves but also in accessory proteins that modulate their function, such as PROSER1, can lead to dysregulated hematopoiesis. Here, we show that loss of PROSER1, in comparison to TET2 loss, causes overlapping and distinct changes to the DNA methylome of hematopoietic progenitor cells. Specifically, we identified a subset of enhancers that exhibit hypermethylation upon loss of either TET2 or PROSER1, suggesting a cooperative relationship between these proteins at these specific genomic loci. Thus, although TET2 is likely to directly interact with many active enhancers through other mechanisms, our data suggest that TET2 is recruited to, as well as prevents aberrant DNA methylation at, a subset of enhancers via formation of PROSER1-dependent TOPD complexes. Of note, loss of PROSER1 also leads to reduced DNA methylation at hematopoiesis-associated enhancers that are not affected by TET2 KO (Figure 3C; supplemental Figure 3G). Although this could be attributed to indirect effects, potentially arising from altered gene expression after PROSER1 KO, it may also result from the release of TET2 and/or TET3 from TOPD complexes upon PROSER1 loss. This mechanism, similar to that observed in mESCs,^26^ could lead to excessive DNA demethylation at enhancers where TET chromatin recruitment is not directly dependent on PROSER1 and TOPD complexes. Due to technical difficulties in solubilizing TET2-DNA complexes in HOXB8-FL chromatin, TET2 chromatin immunoprecipitation-seq analysis was unsuccessful. Consequently, we were unable to generate a reliable TET2 genome occupancy data set in wild-type and PROSER1-deficient HOXB8-FL cells to directly test this hypothesis.

Despite exhibiting a partially overlapping DNA methylation phenotype, our findings show that PROSER1 does not phenocopy loss of TET2 in the development of myeloid or lymphoid hematological malignancies. In contrast, we observed that PROSER1 deficiency leads to deregulation of genes involved in cell cycle and HSC homeostasis, exhaustion of HSC activity, and impaired multilineage hematopoietic reconstitution. This phenotype is opposite to the observed increase in stem cell renewal and age-related myeloid bias reported in investigations of TET2-deficient hematopoiesis.^30^^,^^42^^,^^53^, ^54^, ^55^ Interestingly, a recent study found that *Tie2*-Cre–mediated TET3 deletion impairs HSC homeostasis and results in HSC exhaustion in adult mice.^56^ This phenotypic similarity suggests that the PROSER1 KO phenotype may, at least partly, result from loss of TET3 function in HSCs. However, the specific roles of the TET family members in the observed PROSER1- and TOPD-dependent impairment of HSC function require further investigation. Given that other TOPD-interacting factors, such as OGT and DBHS proteins, likely have functions beyond their involvement in the TOPD complexes, their specific TOPD-dependent role in maintaining HSC function remains unclear.

In summary, our findings indicate that TET-mediated DNA demethylation can both restrict HSC expansion (through TET2-mediated catalytic activity and suppression of stem cell activity) but is also important to sustain normal hematopoiesis (via TET protein integration in PROSER1-dependent TOPD complexes). Although PROSER1 loss results in overlapping enhancer DNA hypermethylation, affecting approximately one-third of the enhancers affected by TET2 loss, the lack of stem cell expansion suggests that the critical enhancers driving this phenotype are likely among the remaining two-thirds of enhancers hypermethylated due to TET2 deficiency. Conversely, PROSER1-dependent DNA methylation changes in either hypermethylated or hypomethylated enhancers or both may contribute to the loss of HSC activity. However, the specific roles of epigenetic dysregulation of these enhancer subsets in the observed phenotypes require further investigation.

In closing, we propose PROSER1 as a cofactor of TET enzymes that is important for the maintenance of HSC function. Our work sets the stage for further investigations focusing on how PROSER1 deficiency and the subsequent dysregulation of DNA methylation may affect the function of terminally differentiated blood cells, as well as its contribution and potential synergy with other oncogenic hits toward the development of hematological diseases.

Conflict-of-interest disclosure: The authors declare no competing financial interests.

The current affiliation for A.F. is Department of Medical and Molecular Genetics, Faculty of Life Sciences and Medicine, King’s College London, London, United Kingdom.

# Supplementary material for: The TET protein family interactor PROSER1 sustains hematopoietic stem cell function
**Source:** Blood Adv. 2025 Jun 26;9(17):4378–90. doi: 10.1182/bloodadvances.2024015683
**Supplement:** Supplemental Figures, Methods, and References

**The TET protein family interactor PROSER1 sustains hematopoietic stem cell function**

Elena V. Knatko<sup>1</sup>, Anna Fleming<sup>1,2</sup>, Xiang Li<sup>1</sup>, Phoebe Crawley<sup>1</sup>, Ieva Budriunaite<sup>1</sup>, Kasper D. Rasmussen<sup>1</sup>

**CONTENT**

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

Supplemental Figure 4

SUPPLEMENTARY METHODS

SUPPLEMENTARY REFERENCES

Supplemental Fig. S1

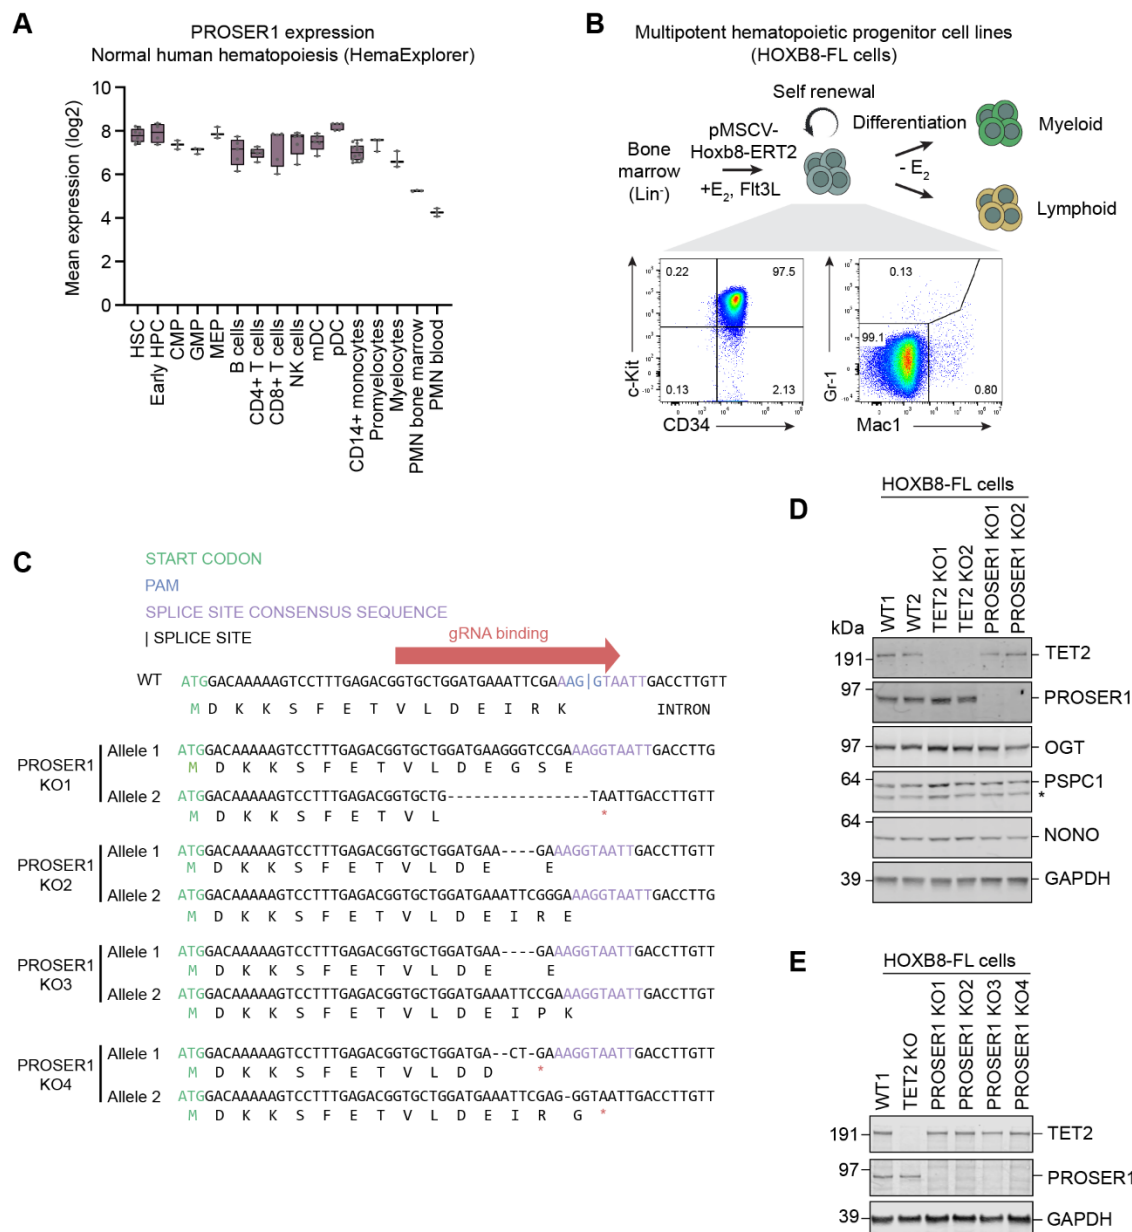

**Supplemental Fig. S1. A.** Expression of PROSER1 in human hematopoietic cell types. Expression data was downloaded from BloodSpot 3.0<sup>1</sup> and plotted to show the normalised intensity of the 225887<sub>-</sub>at probeset in the HemaExplorer dataset. **B.** Illustration of *in vivo* and *in vitro* differentiation potential of multipotent HOXB8-FL progenitors<sup>2</sup> and their surface marker expression during self-renewal conditions ( $\beta$ -Estradiol ( $E_2$ ) and Flt3 ligand (Flt3L)). **C.** Insertions and deletions in the N-terminus of *Proser1* gene in the four PROSER1 knockout HOXB8-FL lines used in this study. For each clone both alleles are represented, along with the peptide sequences. **D.** and **E.** Western blot validation of TET2 knockout and PROSER1 knockout HOXB8-FL cell lines. \* indicates a non-specific reactive band.

Supplemental Fig. S2

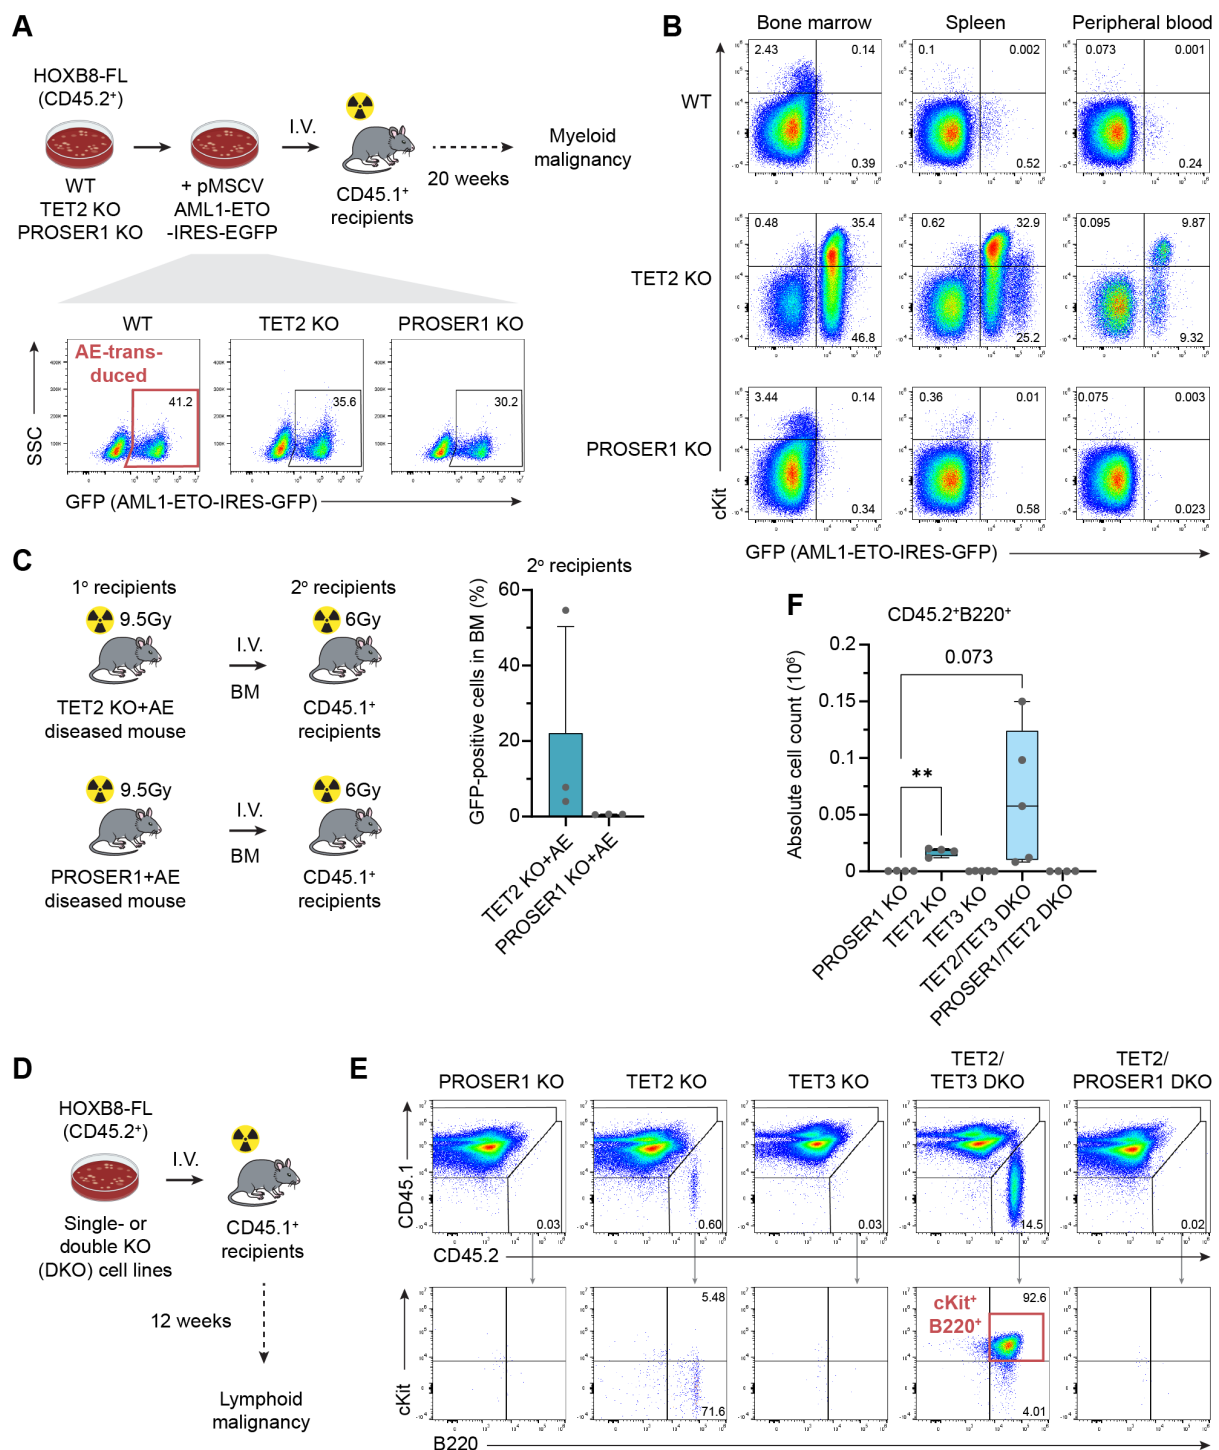

**Supplemental Fig. S2. A.** Schematic illustrating AML1-ETO in vivo leukemia transplantation assay. Lethally irradiated mice were injected with  $4-5 \times 10^6$  AE-transduced HOXB8-FL cells mixed with  $1 \times 10^5$  CD45.1<sup>+</sup> nucleated bone marrow support cells. Representative FACS plots showing AML1-ETO-IRES-GFP expression at the time of transplantation is presented **B**. Representative FACS plots showing surface marker expression of AML blast cells isolated from bone marrow, spleen and peripheral blood

of a recipient mice transplanted with TET2 knockout + AML1-ETO HOXB8-FL cells. Blast cells express EGFP and cKit. **C.** Schematic (left) and bar chart showing proportion of GFP-positive AE-expressing leukemic blasts (right) in bone marrow of sublethally (6 Gy) irradiated secondary (2°) recipient mice ( $n = 3$ ) at the time of harvest. **D.** Schematic illustrating B cell malignancy transplantation assay. Lethally irradiated mice were injected with  $5 \times 10^6$  HOXB8-FL cells mixed with  $1 \times 10^5$  CD45.1 nucleated bone marrow helper cells. **E.** Representative FACS plots showing surface marker expression of immature B cell blasts ( $CD45.2^+B220^+cKit^+$ ) in the bone marrow of recipient mice transplanted with TET2/TET3 DKO HOXB8-FL cells. Mice transplanted with TET2 knockout cells show a modest expansion of  $CD45.2^+B220^+$  cells whereas all other genotypes fail to contribute to the B cell lineage likely due to exhaustion of repopulating capacity. **F.** Box plot showing absolute counts of  $CD45.2^+B220^+$  B cells in bone marrow at 12 weeks after transplantation into lethally irradiated CD45.1 recipient mice. \*\*  $p < 0.01$ , unpaired two-tailed  $t$ -test with Welch's correction.

Supplemental Fig. S3

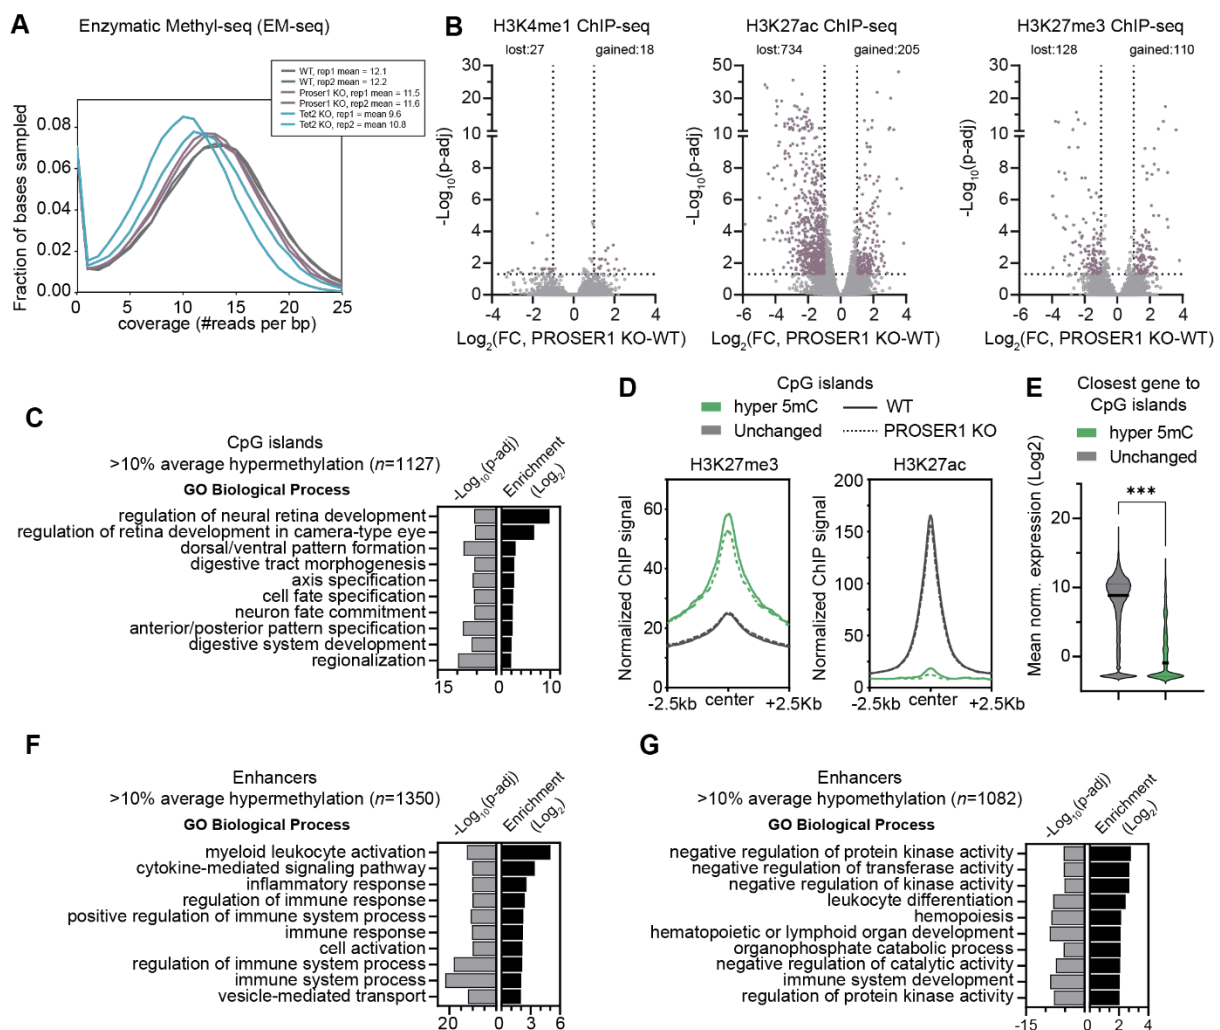

**Supplemental Fig. S3. A.** Average EM-seq read coverages in independent wildtype, TET2 knockout and PROSER1 knockout HOXB8-FL cell lines. The replicates within each genotype were pooled for subsequent analyses shown in main figure requiring high read coverage at individual sites. **B.** Volcano plot showing changes in H3K4me1 (left) ( $n=3$  biological replicates), H3K27ac (center) ( $n=2$  biological replicates) or H3K27me3 (right) ( $n=2$  biological replicates) enrichment on chromatin identified by ChIP-seq in WT and PROSER1 knockout HOXB8-FL cells. Dotted lines indicate 2-fold change and  $p\text{-adj} < 0.05$ . Sites where  $p\text{-adj} < 0.05$  and  $\text{Abs}(\text{fold change}) \geq 2$  are highlighted and their number in each quadrant is given. **C.** Bar charts showing enriched gene ontology (GO) terms identified by GREAT<sup>3</sup> for CGIs with greater than 10% average hypermethylation (minimum 10 EM-seq reads per CpG in all samples) in PROSER1 knockout HOXB8-FL cells compared to wildtype. **D.** Line plot showing mean H3K27me3 (left) and H3K27ac (right) ChIP signal at hypermethylated ( $n = 1,127$ ) and unchanged CGIs ( $n = 14,882$ ) in wildtype (solid line) and PROSER1 knockout (dashed line) HOXB8-FL cells. **E.** Violin plot showing average mRNA expression of genes closest to unchanged CGIs, or genes closest to hypermethylated CGIs. Genes associated with both hypermethylated and unchanged CGIs were excluded to remove mixed effects on gene expression. The effect sizes of DNA methylation change compared to wildtype was measured with Cohen's  $d$ . \*  $d > 0.3$  (small effect), \*\*  $d > 0.6$  (medium effect), \*\*\*  $d > 0.9$  (large effect). **F.** Bar charts showing enriched gene ontology (GO) terms identified by GREAT<sup>3</sup> ('Basal plus extension') for genes associated with active enhancers with greater than 10% average hypermethylation (minimum 10 EM-seq reads per CpG in all samples) in PROSER1 knockout HOXB8-FL cells compared to wildtype. **G.** same as **F.**, but for genes associated with enhancers with greater than 10% average hypomethylation in PROSER1 knockout HOXB8-FL cells compared to wildtype.

Supplemental Fig. S4

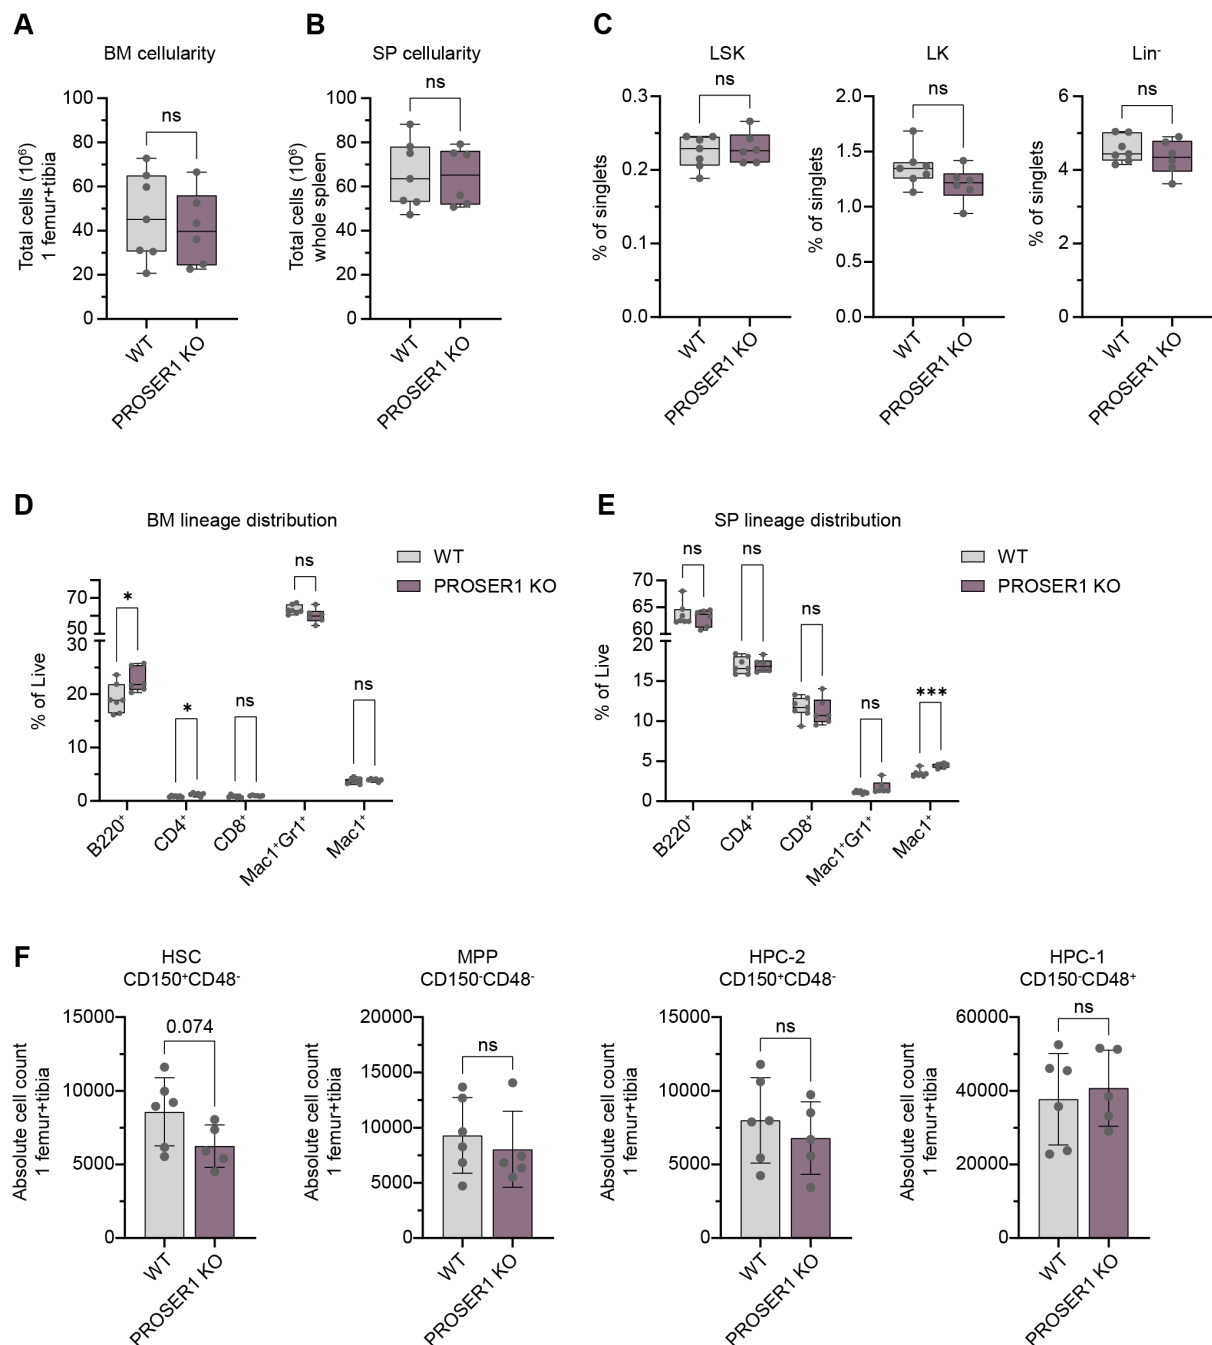

**Supplemental Fig. S4. A.** Box plots showing total number of cells in bone marrow (one femur+tibia) harvested from 20-24 weeks old wildtype or PROSER1 knockout animals ( $n = 6-7$ ). Error bars represent the  $\pm$ min/max and line is the median. Statistical significance was measured using unpaired two-tailed  $t$ -test with Welch's correction. ns, non-significant. **B.** same as **A.**, but for cells harvested from whole spleen. **C.** Percentages of hematopoietic progenitors in bone marrow harvested from 20-24 weeks old wildtype and PROSER1 knockout animals ( $n = 6-7$ ). Individual box plots show Lin<sup>-</sup>Sca1<sup>+</sup>cKit<sup>+</sup> (LSK) (left), Lin<sup>-</sup>cKit<sup>+</sup> (LK) (middle), or Lin<sup>-</sup> (right) populations. **D.** Same as for **C.**, but for terminally differentiated B220<sup>+</sup> B cells, CD4<sup>+</sup> T-cells, CD8<sup>+</sup> T-cells, Mac1<sup>+</sup>Gr1<sup>+</sup> neutrophilic granulocytes and Mac1<sup>+</sup>

monocytes/granulocytes cells in bone marrow. **E.** Same as for **D.**, but for terminally differentiated cells in the spleen. \*  $p < 0.05$  unpaired two-tailed  $t$ -test with Welch's correction. ns, non-significant. **F.** Bar charts showing absolute numbers of CD150<sup>+</sup>CD48<sup>-</sup> long-term HSCs, CD150<sup>-</sup>CD48<sup>-</sup> MPP, CD150<sup>+</sup>CD48<sup>+</sup> HPC-2, and CD150<sup>-</sup>CD48<sup>+</sup> HPC-1 cells within the Lin<sup>-</sup>Sca1<sup>+</sup>cKit<sup>+</sup> (LSK) population in 5-6 months old wildtype and PROSER1-deficient animals from 1 femur and tibia (related to Fig. 4A). Data represent mean  $\pm$  SD ( $n=5-6$ ). Statistical significance was measured using unpaired two-tailed  $t$ -test with Welch's correction. ns, not significant.

## SUPPLEMENTARY METHODS

### Derivation and growth of HOXB8-FL cells

HOXB8-FL cells were derived as previously described<sup>2</sup>. Phoenix-Eco cells were transfected with the MSCV-Neo-ERHBD-HOXB8 vector, a retroviral expression vector containing mouse HOXB8 protein fused to the human estrogen receptor (A kind gift from H. Haecker). Transfection was done using calcium phosphate method as follows: equal amounts of retroviral transfer vector and pCL-Eco packaging vector were mixed at 20  $\mu$ g/ml each in 250 mM CaCl<sub>2</sub> solution at room temperature, then equal amount of 2x HBS (280 mM NaCl, 50 mM HEPES, 1.42 mM Na<sub>2</sub>HPO<sub>4</sub>, pH 7.05) was added dropwise with continuous vortexing to generate a fine-particle precipitate. After a brief incubation (2-5 min) the transfection mix was added dropwise to the cells in freshly changed medium, followed by gentle mixing. The medium was replaced 16 hrs after transfection and viral supernatants harvested 48 and 72 hrs post-transfection, filtered through sterile 0.45  $\mu$ m filter and used for transduction on the same day. Femurs were obtained from mice and crushed in ice-cold PBS. The marrow cells were strained through a 70  $\mu$ m cell strainer and lineage negative (Lin<sup>-</sup>) cells were isolated using the Direct Lineage Cell Depletion Kit (Miltenyi Biotech, 130-110-470) according to the manufacturer's instructions. Following this, the cells were pre-stimulated in StemPro-34 SFM medium with 650  $\mu$ L StemPro-34 supplement per 25 mL of media, 1x P/S, 1x GlutaMAX, 0.1 mM  $\beta$ -ME (Gibco), 50  $\mu$ g/mL SCF, 10  $\mu$ g/mL IL-3, 10  $\mu$ g/mL IL-6 (Peprotech) for 48 hr at 37°C and 5% CO<sub>2</sub> prior to transduction. For retroviral transduction, a non-TC coated culture dishes were coated by with RetroNectin® (50  $\mu$ g/ml in PBS, Clontech, T100B) overnight at 4°C, blocked with 2% BSA in PBS for 30 min at room temperature and loaded twice with viral supernatant by adding 4 ml per 35 mm well, centrifuging for 1 hr at 2000 xg, discarding and repeating with a second lot. The pre-stimulated Lin<sup>-</sup> cells were added to the viral-coated plates and incubated at 37°C, 5% CO<sub>2</sub> for 48 hr. The transduced cells were transferred into progenitor outgrowth media (POM): RPMI-1640 (Invitrogen, 31870-074) supplemented with 10% ES-certified FBS (ThermoFisher Scientific, 16141079), 2 mM L-Glutamine, 0.1 mM  $\beta$ -ME, 100 IU/mL Pen-

Strep, 1  $\mu$ M  $\beta$ -Estradiol (Sigma, E2758) and 5% filtered cell culture supernatant from a Flt3L-producing B16 melanoma cell line (a kind gift from E. Villablanca). Approximately 14 days after transduction, the HOXB8-FL lines grew homogenously and were cryopreserved while non-transduced bone marrow control cells had ceased to proliferate. Established HOXB8-FL cell cultures were subsequently grown at 37°C in a humidified 5% CO<sub>2</sub> incubator on non-TC treated plates at 0.2x10<sup>6</sup>-2x10<sup>6</sup> cells/mL and split every 48 hr. For expression of the AML1-ETO oncogene, established HOXB8-FL cell lines were transduced on two consecutive days with viral supernatant generated as described above using MSCV-AML1-ETO-IRES-EGFP ((Addgene plasmid # 12431). The proportion of transduced cells estimated by assessing GFP<sup>+</sup> fraction by flow cytometry at 24 hr after the second transduction was typically between 25-40%.

### Screening for indels in HOXB8-FL cells

Screening for *Proser1* disruption was done using BstBI restriction fragment length polymorphism (RFLP) primers (FW: 5'-GAGACGTCACGACGGAATAGTA-3', RV: 5'-ATTCCCGTACCACAATGACTTC-3'), and Phire Hot Start II PCR Master Mix (Thermo Scientific, F125S) according to the manufacturer's instructions. The following PCR program was used: Denaturation: 98°C for 30 sec. PCR cycles (36X) of 98°C for 5 sec, 63.4°C for 5 sec, 72°C 20 for sec, Final elongation: 72°C for 1 min. Hold: 4°C. 200 ng of the purified PCR product was subjected to digestion with 10U BstBI (NEB, R0519) for 1 hr at 65°C. The resulting fragments were analyzed by agarose gel electrophoresis, with an absence of a cut product representing a clonal culture with homozygous indels. To screen for *Tet3* disruption, we used T7 Endonuclease I (NEB, M0302S) assay per manufacturer's protocol. In brief, a fragment containing the target region was PCR-amplified from genomic DNA of individual clones using primers FW: 5'-CCACCTCTGAGCGCAGAGTG-3' and RV: 5'-GATGAACACAGTTCCTGACAG-3' and Q5 DNA polymerase (NEB, M0491S) with following PCR conditions: Denaturation: 98°C for 30 sec. PCR cycles (35X) of 98°C for 10 sec, 64°C for 30 sec, 72°C 20 for sec, Final elongation: 72°C for 2 min. Hold: 4°C. PCR products were then purified with PCR clean up kit (NEB, T1030S), annealed, incubated with T7EI and analyzed by agarose gel electrophoresis for the presence of cleavage which indicated a mutation. Putative mutant clones were further analyzed for the absence of PROSER1 and TET3 by Western Blotting. The target genomic regions of the western blot confirmed PROSER1 and TET3 KO clones were then PCR-amplified using Q5 DNA polymerase, cloned out using Strataclone Blunt PCR Cloning Kit (Agilent, 240207) and sequenced using M13R primer.

### HOXB8-FL cell growth in semi-solid media

For growth assays under self-renewing conditions, four independent HOXB8-FL cell lines for each genotype were plated in triplicate at 500 cells/mL in semi-solid E2/Flt3 medium (MethoCult™ M3231 containing 2 mM L-glutamine and 100 IU/mL Penicillin-Streptomycin, with added 1  $\mu$ M  $\beta$ -Estradiol (Sigma) and 5% B16-Flt3L supernatant). Colonies and cells were counted after 7 days of growth.

For serial replating assays in the context of AML1-ETO overexpression and in the absence of HOXB8 expression and Flt3L, four independent HOXB8-FL cell lines for each genotype were washed twice with PBS, re-suspended at 500 cells/mL in semi-solid medium as in <sup>4</sup> (MethoCult™ M3231 containing 2 mM L-glutamine and 100 IU/mL Penicillin-Streptomycin, with added 10 ng/mL IL-3, 10 ng/mL IL-6 and 50 ng/mL SCF (Peprotech, 213-13, 200-06 and 250-03), plated onto 35 mm dishes at 1 mL/dish, in duplicate, and incubated for 7 days. The subsequent rounds of re-platings at 7 day intervals were done in triplicate, with 7500 cells/mL in the second and 2000 cells/mL in the third, fourth and fifth rounds. Colonies and cells were counted and the contribution of GFP population assessed by flow cytometry after each round of re-plating.

#### **Generation of FLAG-TET2 K562 and CAL-1 cells**

K562 cells (ATCC, CLL-243) and CAL-1 cells (Kindly provided by T. Maeda) were cultured in RPMI-1640 supplemented with 1x L-Glutamine, 1x Pen/Strep, 10% FBS (heat inactivated) (Gibco) at 37°C, 5% CO<sub>2</sub>. Cells were replated at 0.5-2x10<sup>6</sup> cells/mL every 48 hr. Full-length human TET2 (hTET2) with a N-terminal 2xFLAG tag was cloned into PiggyBAC-GW-Blast vector (PiggyBac-FLAG-hTET2-IRES-Blast, deposited at Addgene #85996) and transfected into K562 and CAL-1 cells with PiggyBac transposase (PBase) using Neon™ Transfection System 100  $\mu$ L kit (Invitrogen). 2x10<sup>6</sup> cells were washed in PBS, re-suspended in 100  $\mu$ L Buffer R, mixed with 0.0375 ng/ $\mu$ L PiggyBac transposase and 0.0375 ng/ $\mu$ L PiggyBAC-FLAG-hTET2-Blast plasmid, electroporated according to the manufacturer's instructions (K562: 1450 mV, 10ms, 3 pulses; CAL-1: 1750 mV, 20 ms, 1 pulse) and plated at 1x10<sup>6</sup> cells/mL in antibiotic-free medium. Transfected cells were cultured for 96 hr and then subjected to Blasticidin (Sigma) selection (K562: 32 mg/mL; CAL-1: 4 mg/mL) for 5 days at which point the untransfected control cells were no longer viable.

#### **Immunoprecipitation**

Cell lysates were prepared by 30 min incubation on ice in zwitterionic lysis buffer supplemented with protease inhibitors: 50 mM HEPES pH 7.5, 150 mM NaCl, 10 mM NaF, 0.5% C<sub>7</sub>BzO (Sigma), 1X cOmplete protease inhibitors, EDTA free and 30min centrifugation at 20,000 x g. Concentrations were measured by Bradford assay and normalised. Immunoprecipitation was carried out on  $\geq$ 1 mg protein in 1 mL pre-cleared lysate using 30  $\mu$ L of a 50% (v/v) slurry of  $\alpha$ -FLAG M2 affinity gel (Merck) and

incubation for 3 hr at 4°C with rotation. The beads were then washed 5X in ice-cold wash buffer supplemented with 1X protease inhibitors: 10 mM Tris-HCl pH 8, 1 mM EDTA, 150 mM NaCl, 1X cOmplete protease inhibitors, EDTA free (Roche, 11836170001). Proteins were eluted by resuspension in 2X LDS sample buffer (Invitrogen, NP0007) and incubation at 70°C with shaking at 1500 RPM for 15 min. Samples were supplemented with DTT to a final concentration of 0.1 M and boiled for 10 min before analysis by Western blotting.

### **Immunoprecipitation and mass spectrometry (IP-MS)**

For analysis of eluted proteins by mass spectrometry, FLAG-IP was carried out as described above using 3mg protein in 1mL lysis buffer. After completing washes of the beads, 23ul of SDS lysis buffer (5% SDS, 100mM TEAB) and 20mM TCEP were added and incubated at 37°C. Immediately thereafter, freshly dissolved iodoacetamide was added to a final concentration of 20mM and incubated at 37°C for 10min. Then 2.5uL of 27.5% (v/v) phosphoric acid was added to the samples, followed by 165uL of S-trap binding buffer (100mM TEAB pH 8.5 in 90% aqueous methanol). Samples were loaded onto S-trap micro columns and the columns washed five times by addition of S-trap binding buffer and centrifugation (1min, 4000 x g). To digest the samples, 2.25 ug of MS-grade trypsin (Pierce, 90058) was resuspended in 50mM TEAB and loaded onto each column and incubated 2h at 47°C without shaking. The digested peptides were eluted by centrifugation with 100mM TEAB, followed by 0.2% aqueous formic acid and finally 50% aqueous acetonitrile. The three eluates for each sample were pooled, dried in a SpeedVac Vacuum concentrator, and sent for mass spectrometry analysis. Eluted peptides were analysed on an Orbitrap Exploris 480 Mass Spectrometer (Thermo Scientific) using a 120 min gradient elution and data-independent acquisition. The raw files were processed using Spectronaut® software <sup>5</sup> (Biognosys) and searched against Human Swiss-Prot including isoforms (February 2022). The parameters for the search included: Protein and Precursor Qvalue Cutoff (Experiment) were set to 0.01, with the Protein Qvalue Cutoff (Run) set to 0.05 as well as use of the 'Global imputation strategy' (imputed based on a random sampling from a distribution of low abundant signals taken across the entire experiment) to impute missing data in the IP samples. Finally, differential enrichment with multiple testing correction was determined using Perseus 1.6.14.0 <sup>6</sup> and plotted in Prism (GraphPad).

### **Western Blotting**

Cell lysates were prepared as described in immunoprecipitation (K562 cells and CAL-1 cells) or lysed by suspension in 2X LDS sample buffer with 100 mM DTT and boiling for 10 min (HOXB8-FL cells). Between 5 and 50 µg protein was loaded, or loading was normalised to cell number (e.g. 2x10<sup>5</sup> HOXB8-

FL cells per lane) and subjected to SDS-PAGE on a Bis-Tris or Tris-Acetate gel (ThermoFisher). Proteins were transferred to nitrocellulose membrane (Amersham) and probed using primary antibodies against FLAG (FLAG M2, Sigma F1804, 1:1000), human TET2 (D6B9Y, CST 18950, 1:1000), mouse TET2 (D6C7K, CST 36449, 1:1000) PROSER1 (PROSER1-N, In-house, 1:1000), OGT (Abcam ab96718, 1:1000), PSPC1 (Bethyl A303-206A, 1:1000), GAPDH (14C10, CST 2118, 1:10000). Imaging was carried out using photographic film or infrared fluorescence imaging (LI-COR Biosciences).

### ChIP-seq

Biological replicate samples of wildtype, PROSER1 knockout, or TET2 knockout HOXB8-FL cell lines were crosslinked by resuspension in PBS with 1% formaldehyde (Thermo Scientific, 28906) at room temperature for 10 min. Quenching was performed by addition of glycine to a final concentration of 125 mM. Cells were washed with PBS and lysed by resuspension in SDS buffer: 50 mM Tris-HCl pH 8.1, 100 mM NaCl, 5 mM EDTA, 0.5% SDS supplemented with 1 mM Phenylmethylsulfonyl fluoride (PSMF). Chromatin was collected by centrifugation at 300 x g, 6 min, 20°C and resuspended in IP buffer: 50 mM Tris-HCl pH 8.6, 100 mM NaCl, 5 mM EDTA, 1.6% Triton X-100, 0.3% SDS. Sonication was carried out using a Bioruptor Pico (Diagenode) and fragmentation conditions (to obtain 100-500 bp fragments) were optimized for each experiment before continuing. Sonicated samples were cleared by centrifugation at 20,000 x g, 20 min, 4°C and the pellet discarded. Protein concentration was estimated by Bradford assay (BioRad, 500-0006) and the concentrations normalized across samples. SDS-free buffer: 50 mM Tris-HCl pH 8.1, 100 mM NaCl, 5 mM EDTA was used to dilute SDS in samples to a final concentration of 1% and the samples were precleared by 3 hr incubation with Protein G Sepharose beads (Cytiva, GE17-0618-01).

Immunoprecipitation was carried out overnight on 60 µg precleared chromatin in 1 mL of buffer. Antibody quantities were as follows: H3K4me1: CST 5326 (D1A9 Rabbit monoclonal, 10 µL to 60 µg chromatin), H3K27ac: ThermoFisher MA5-23516 (Mouse monoclonal, 4 µg antibody to 60 µg chromatin), H3K27me3: CST 9733 (C36B11 Rabbit monoclonal, 10uL to 60ug chromatin). Antibody-DNA complexes were immunoprecipitated by 3hr incubation with 30uL 50% slurry of Protein G Sepharose beads (Cytiva, GE17-0618-01) and washed three times with low salt wash buffer: 20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100, twice with high salt wash buffer: 20 mM Tris-HCl pH 8.0, 500 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100, and once with IP buffer with a final concentration of 0.1% SDS. Beads were then resuspended in decrosslinking buffer: 1% SDS and 100 mM NaHCO<sub>3</sub> and incubated at 65°C, shaking at 1200 RPM overnight. DNA was purified using the Monarch PCR & DNA cleanup kit. Libraries were prepared from 1-3 ng purified DNA

input using Truseq adapters (Illumina) and sequenced on a NovaSeq 6000 system with 150 bp paired-end sequencing.

### ChIP-seq computational analysis

Paired-end Illumina reads obtained by sequencing were trimmed of adapter sequences and low-quality nucleotides using Trimmomatic, then mapped to the mouse genome (mm10) using Bowtie2<sup>7</sup> with (--very-sensitive) preset settings. MarkDuplicates from Picard tools was used to de-duplicate mapped reads. Mapped reads were filtered to remove those from non-canonical chromosomal DNA and mtDNA. The normalized enrichment of H3K27me3 and H3K27ac ChIP-seq reads across unchanged and DNA hypermethylated CGIs in wildtype and PROSER1 knockout was visualised using EaSeq<sup>8</sup>. Peaks were called using MACS2 with paired-end settings (--format BAMPE --mfold 5 50 --bw 300) using a 0.05 p-adj threshold. In addition, H3K4me1 and H3K27me3 peaks were called as --broad, with a broad region cutoff of 0.1. Differential enriched peaks across replicates was defined using DiffBind<sup>9</sup>. Volcano plots of differential enriched peaks were plotted with Prism. Computational analysis was performed using the free public European Galaxy server usegalaxy.eu<sup>10</sup>.

### Enzymatic Methyl-seq (EM-seq)

Biological duplicate cell lines of wildtype, TET2 knockout and PROSER1 knockout HOXB8-FL cells were harvested and gDNA extracted using the Monarch Genomic DNA Purification Kit (New England Biolabs, T3010) to preserve genomic DNA integrity prior to sonication. Sonication was carried out using a bioruptor Pico (Diagenode) and fragmentation conditions (to obtain 300-450 bp fragments) were optimised for each experiment before continuing. EM-seq was performed using the NEBNext Enzymatic Methyl-seq Kit (New England Biolabs, E7120S) according to the protocol for use with Large Insert Libraries using 100 ng input DNA.

### Enzymatic Methyl-seq (EM-seq) computational analysis

Raw EM-seq reads from the two biological replicate wildtype, TET2 KO, and PROSER1 KO HOXB8-FL samples were trimmed using TrimGalore and mapped against the mouse genome (mm10) using Bismark (<https://github.com/FelixKrueger/Bismark>) with standard setting allowing for 1000 bp insert size (--X 1000). Bismark deduplicate was used to remove PCR duplicates. Bismark methylation extractor was used with the following parameter setting (--paired-end --no-overlap --ignore\_r2 3 --ignore\_3prime\_r2 1) to remove methylation call bias due to adaptor ligation and avoid scoring methylation calls twice in case of overlapping paired-end reads. Methylation calls in a CpG context were merged (combining CpG methylation calls from both strand of a single CG dinucleotide) to

produce a comprehensive “Methreport\_CpGcomb\_mm10” file containing summarised methylation calls for all CG sites in the mouse genome. All analysis was performed through the free public European Galaxy server [usegalaxy.eu](http://usegalaxy.eu) <sup>10</sup>

Individual methylation calls were imported into SeqMonk NGS visualisation and analysis tool (<https://github.com/s-andrews/SeqMonk>) using the QuasR import filter and input files with the following columns <chr><start><end><total reads><methylated reads>. Following a correlation analysis to determine reproducibility between biological replicates, the datasets were pooled to attain a collective coverage of ~18.9 million CpG sites, each supported by a minimum of 10 distinct EM-seq reads across all three genotypes – a condition required for all downstream analysis. Average hyper- or hypomethylation across different genomic regions was defined as >10% mean increase and >10% mean decrease, respectively. The resulting region sets were used for GREAT <sup>3</sup> gene ontology enrichment analysis using the ‘Basal plus extension’ setting. Datasets defining CGIs, gene bodies, non-CGI promoters (Promoters defined as -1500 bp to +500bp from a TSS, non-overlapping with a CGI) were obtained from UCSC table browser (GRCm38/mm10) and heterochromatic regions were obtained from ChromHMM annotation ([https://github.com/guifengwei/ChromHMM\\_mESC\\_mm10](https://github.com/guifengwei/ChromHMM_mESC_mm10)). Active enhancers were defined as regions with peaks of H3K4me1 and H3K27ac (see ChIP-seq analysis described above) and non-overlapping with promoters or CGIs. Quantitation trend plots were generated using a 50 bp window size and 50 bp step size.

### RNA-seq

Total RNA was isolated from biological replicate samples of FACS-sorted wildtype and PROSER1 knockout LSK cells using a RNeasy Plus Mini kit (Qiagen, 74134). RNA integrity was checked by gel electrophoresis on an Agilent TapeStation system. Libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep kit (NEB, E7765) according to manufacturer’s instructions.

### RNA-seq computational analysis

To measure gene expression changes in protein coding genes, raw paired-end RNA-seq reads from the biological replicate wildtype and PROSER1 knockout LSK cells were trimmed using Trimmomatic and mapped to the mouse genome (mm10) using RNA-STAR <sup>11</sup> with paired-end settings. 

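The gene table of the LSK libraries lists 48440 genes, of which 26202 had at least 1 read pair in a library. The column of gene identifiers is headed with GENCODE release M10, while the methods name vM25. The positions and gene types given here come from GENCODE release M21 on the same genome build, GRCm38, in which 48058 of the identifiers have a position. A further property of the table is that 685 genes carry no symbol, and these held between 0.109% and 0.135% of the read pairs of each library. Counting by gene assigns a read pair to an annotated gene, so genes that overlap or share sequence, such as paralogs and pseudogenes, can lose or gain read pairs depending on the annotation used.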

Gene annotation ‘gencode.vM25.annotation.gtf.gz’ was obtained from GENCODE release 25 (GRCm38.p6) and gene expression was summarized from mapped reads using FeatureCounts, with option (--countReadPairs) to enable counting of fragments from paired-end data. Differential expression was determined using DESeq2 with default parameters and plotted in Prism (GraphPad). 

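DESeq2 models the read pairs of each gene with a negative binomial distribution and shares information on the variance across genes. Run with default parameters on the read pairs recovered from the deposited values of the 4 wild-type libraries and 3 libraries labelled PROSER1 KO, it gave 311 genes with an adjusted p-value under 0.05 among the 18903 genes that kept an adjusted p-value, and 165 of these also changed by more than 1.5-fold. The other 29537 genes received none, since DESeq2 leaves out genes with low counts or an extreme library. All 42 genes called by limma were among these 165, and 10 of the 165 were variable, diversity or joining genes of antigen receptors. The log2 fold changes of the 166 genes in the paper's Table S3 differed from those of this fit by at most 4.87e-06. Fold changes are signed by the labels, since Proser1 mRNA was not lower in the libraries labelled PROSER1 KO.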

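Gene set enrichment analysis ranks all genes by how far their expression differs between groups and asks whether the genes of a set gather at either end of the ranking. The signal-to-noise ranking divides the difference of the group means by the sum of the group standard deviations, and the normalized enrichment score (NES) scales the result for the size of the set. A preranked version (fgsea) with this ranking was run on the normalized counts of the LSK libraries. Standard deviations below a fixed share of the group mean were raised to that share. For genes with a small spread, the ranking therefore follows the relative difference of the group means. The NES was 2.46 for the G2/M list (adjusted p = 2.44e-09 over 8 sets), 2.05 for Mitotic Prometaphase (3.32e-06), 1.53 for Cell Cycle, Mitotic (0.000290), 1.70 for E2F mediated regulation of DNA replication (0.0180) and 1.55 for the S phase list (0.0233). G1 S-Specific Transcription and G2 M Checkpoints (0.0695 each) and S Phase (0.980) were not past the threshold. These p-values come from permutation of genes and take no account of the correlation between the genes of a set. A positive NES means higher in the libraries labelled PROSER1 KO, in which Proser1 mRNA was not lower.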

Gene set enrichment analysis (GSEA) was conducted using GSEA software. The normalised expression data was filtered for lowly

expressed genes (using DESeq2 independent filtering) and used as input against a curated collection of hallmarks ('h.all.v2024.1.Hs.symbols.gmt') and chemical and genetic perturbations gene signatures ('c2.cgp.v2024.1.Hs.symbols.gmt') with weighted enrichment and Signal2Noise ranking parameters. The GSEA statistics (Normalized enrichment score (NES), Gene Ratio, and  $-\log_{10}(\text{FDR})$ ) from selected gene signatures associated with hematopoietic differentiation were plotted using ggplot2 ('https://ggplot2.tidyverse.org') and further modified in Illustrator (Adobe).

## SUPPLEMENTARY REFERENCES

1. Gíslason MH, Demircan GS, Prachar M, et al. BloodSpot 3.0: a database of gene and protein expression data in normal and malignant haematopoiesis. *Nucleic Acids Res.* 2024;52(D1):D1138-D1142. doi:10.1093/nar/gkad993
2. Redecke V, Wu R, Zhou J, et al. Hematopoietic progenitor cell lines with myeloid and lymphoid potential. *Nat Methods.* 2013;10(8):795-803-. doi:10.1038/nmeth.2510
3. McLean CY, Bristor D, Hiller M, et al. GREAT improves functional interpretation of cis-regulatory regions. *Nat Biotechnol.* 2010;28(5):495-501. doi:10.1038/nbt.1630
4. Rasmussen KD, Jia G, Johansen J V, et al. Loss of TET2 in hematopoietic cells leads to DNA hypermethylation of active enhancers and induction of leukemogenesis. *Genes Dev.* 2015;29(9):910-922. doi:10.1101/gad.260174.115
5. Bruderer R, Bernhardt OM, Gandhi T, et al. Extending the limits of quantitative proteome profiling with data-independent acquisition and application to acetaminophen-treated three-dimensional liver microtissues. *Mol Cell Proteomics.* 2015;14(5):1400-1410. doi:10.1074/mcp.M114.044305
6. Tyanova S, Temu T, Sinitcyn P, et al. The Perseus computational platform for comprehensive analysis of (prote)omics data. *Nat Methods.* 2016;13(9):731-740. doi:10.1038/nmeth.3901
7. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. *Nat Methods.* 2012;9(4):357-359. doi:10.1038/nmeth.1923
8. Lerdrup M, Johansen JV, Agrawal-Singh S, Hansen K. An interactive environment for agile analysis and visualization of ChIP-sequencing data. *Nat Struct & Mol Biol.* 2016;23(4):349-357. doi:10.1038/nsmb.3180
9. Stark R BG. Bioconductor - DiffBind.
10. Community TG. The Galaxy platform for accessible , reproducible , and collaborativ e data analyses : 2024 update. 2024;(May).
11. Dobin A, Davis CA, Schlesinger F, et al. STAR: Ultrafast universal RNA-seq aligner. *Bioinformatics.* 2013;29(1):15-21. doi:10.1093/bioinformatics/bts635

How the deposited data were processed for this re-analysis (not part of the article)

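RNA of LSK cells sorted from the BM of transplanted mice at day 77 (11 weeks in the methods) was measured in 4 wild-type and 3 PROSER1 KO libraries. Before depositing them, the authors trimmed the reads with Trimmomatic, mapped them to mm10 with STAR, counted read pairs per gene with featureCounts and divided the counts by 1 DESeq2 size factor per library. The deposited values are therefore a normalized signal per gene, not raw counts, and no gene was removed for a low count. Whole read pairs were recovered from the smallest step of each library, and 100% of values came out whole within 0.01 read pairs. The 7 libraries were assigned to groups by their labels, and 0 columns of other samples were left unused.

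Depth was 33143619 to 45140743 read pairs on genes per library, and 21054 to 21819 genes had a value above 0 in each. A count of 0 allows 3 read pairs, and this limit covers counting error only. Genes without a symbol (685) held at most 0.135% of read pairs and stayed in the tests.

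The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend) on log2(normalized count + 1) over 16251 genes with a mean of at least 10, and calls needed a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 1.5. The design had assumed normalized counts and named DESeq2 1.42.0 and edgeR 4.0.16 (quasi-likelihood) on recovered read pairs as alternatives. Standard errors are those of limma. Exact permutation tests ran over all 35 splits of the 7 libraries into 4 and 3. Principal components used the 500 most variable genes.

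The 8 cell cycle sets were 2 lists of Seurat 5.3.0 and 6 mouse Reactome sets shipped with fgsea 1.28.0, tested with camera at a preset correlation of 0.01. The 7 marker lists (long-term HSC, lymphoid-primed progenitor, megakaryocyte and erythroid, granulocyte and monocyte, B-lineage, T and innate lymphoid, mast cell and basophil) were written from general knowledge, and some of the T and innate lymphoid genes were in the paper's Table S3, so that this list is not independent of these libraries. A plasma cell list of 11 genes was written after the levels of Jchain and the immunoglobulin genes had been seen. Positions come from GENCODE release M21 (GRCm38).

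Named genes were those the paper names for these libraries, the TOPD complex genes, the sex genes, the 5 largest rises and 5 largest falls among called genes whose groups do not overlap, and every called gene within 10 Mb of Proser1. The comparisons of the design, this rule and the alternatives were set before the data were examined. The comparison of genes near Proser1 and the T and innate lymphoid marker list were written after the paper's Table S3 had been read. The tests of neighbouring genes, of overlapping genes, of other splits for the cell cycle sets, the marker lists and the genes near Proser1, and of Xist against the immunoglobulin share were written after values had been seen. Alternatives were pseudocounts of 0.1 and 10, no filter or a minimum mean of 50, eBayes without trend or with robust variance estimates, quantile and TMM normalization, edgeR, DESeq2, no fold change minimum, omission of antigen receptor variable genes, the replicate number as a block, each library left out, other gene numbers for the components, windows of 5 and 20 Mb, and estimated correlation, fry and fgsea for gene sets.

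The procedures were tested on simulated data with genes of known change. limma recovered 169 of 194 tested changed genes (87.1%) with 5 false calls, edgeR 170 of 194 (87.6%) with 4, both over 16200 genes, and DESeq2 171 of 200 (85.5%) with 13 over 48440 genes. In simulated sets of 50 genes, limma's camera found a set shifted by 0.3 on the log2 scale and left an unchanged set above the threshold. The simulated genes varied independently of one another, with a scatter set by their expression level alone. The simulation therefore cannot show why the tests gave such different numbers of calls on the real libraries. Nor can it show how camera at the preset correlation treats sets whose genes move together. The paper's hallmark, perturbation and quiescence sets were not analysed here.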

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

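The relation of Xist with the immunoglobulin share was tested only after Xist and the immunoglobulin levels had been seen; the plasma cell test was set before the levels of its 10 scored markers were seen.

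Of 52 results tested for a wild-type library far from the other 3, 5 had a gap, as a share of the group's range, above Dixon's critical value for 4 samples, where 2.6 are expected by chance. Ptpn13 (0.954) had 417 normalized counts in wild-type replicate 1 and 203 to 213 in the others. Sfpq (0.880) had 21245 in wild-type replicate 4 and 23747 to 24087 in the others. Igkv4-81 (gap of 1) had 4.64 in wild-type replicate 4 and 0 in the others, which is close to the limit of 3.48 for that library. The G2/M list (0.865) was at 0.09 in wild-type replicate 3 and between -0.14 and -0.11 in the others. The granulocyte and monocyte list (0.8291) was at 0.18 in wild-type replicate 4 and between -0.09 and -0.04 in the others. Wild-type replicate 4 accounts for 3 of the 5 gaps and also had the highest immunoglobulin share, but no test linked them, and no biological explanation was tested.

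Immunoglobulin transcripts, which the paper does not discuss for these libraries, took 8.55%, 7.09%, 5.15% and 12.0% of the read pairs in wild-type replicates 1 to 4 and 6.93%, 5.80% and 8.71% in PROSER1 KO replicates 1 to 3, with a lowest share of 5.15%. The groups overlapped. The most abundant over all libraries together were Ighm (687394 to 1890110 normalized counts) and Igkc (379411 to 911098). Igha ranged from 100887 to 745391 and exceeded Igkc (664553) in PROSER1 KO replicate 3. RNA of plasma cells is a candidate source: all 11 plasma cell markers were above the floor in every library, with Jchain at 151607 to 384345, Txndc5 at 19848 to 41180 and Xbp1 at 10371 to 21583. The mean of the 10 markers other than Jchain followed the immunoglobulin share over the 7 libraries (Pearson's r = 0.971, exact permutation p = 0.000992, adjusted p = 0.00198; Spearman's rho = 0.929, p = 0.00675, adjusted p = 0.0135). Without the 2 libraries farthest from the median share, wild-type replicates 3 and 4, r was 0.912. 0 of the 11 genes are in another marker list used here, and how many LSK cells themselves express could not be read from these libraries. The test does not say whether plasma cells were sorted along with LSK cells, whether their RNA was carried over, or whether LSK cells transcribe these genes. The labels give no batch, and no biological explanation was tested.

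Xist, which is transcribed from the inactive X chromosome of female cells and overlaps Tsix on the other strand, had 1249, 1881, 1343 and 3003 normalized counts in wild-type replicates 1 to 4 and 1608, 1012 and 1841 in PROSER1 KO replicates 1 to 3, with a lowest value of 1012. The Y-linked genes Ddx3y (4149 ± 225 in wild-type, n = 4, and 4108 ± 173 in the libraries labelled PROSER1 KO, n = 3), Eif2s3y, Kdm5d and Uty were present in the same libraries, and none of the 5 sex genes was differentially expressed; at an unadjusted p-value under 0.05 there was 1, Eif2s3y (log2 fold change 0.13). Each library thus held both Xist and Y-linked RNA. Gm47283, which the annotation places on the Y chromosome (90784738 to 90816464), is outside these 5 and was named after its values were seen. It was differentially expressed, with 3278 ± 107 normalized counts in wild-type and 7191 ± 460 in the libraries labelled PROSER1 KO (log2 fold change 1.13, adjusted p = 2.83e-05 from limma). The Y-linked genes among the 5 were not, so that Gm47283 does not stand for Y-linked RNA in general. Whether its reads came from the Y chromosome alone was not tested. Whether the Xist RNA came with the immunoglobulin RNA from cells of the other sex cannot be told apart from other sources: Xist followed the immunoglobulin share (r = 0.799, exact permutation p = 0.0353, adjusted p = 0.0353), but the rank correlation did not hold (rho = 0.643, p = 0.139, adjusted p = 0.139) and r was 0.452 without wild-type replicates 3 and 4, on which the relation rests. These 2 relations were the only ones computed. Pooled donors of both sexes and remaining recipient cells stay open and were not tested.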

How the results depend on the processing

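The comparison of genes near Proser1 and the T and innate lymphoid marker list were written after the paper's Table S3 had been read. The other tests in this part were set beforehand. Over all alternatives, the results that answer a comparison kept their direction and side of the threshold, or their count within 1.5 times, in 124 cases, moved in 42, were no longer past the threshold in 6 and reversed in 1. For single genes and sets, 712 were the same, 76 were no longer past the threshold, 21 newly passed it and 28 reversed.

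The number of differentially expressed genes (42) was 17 without the mean-variance trend (9 higher, 8 lower; 16 of them shared with the 42), 80 with robust variance estimates (39 higher, 41 lower; 39 shared), 165 with DESeq2 (80 higher, 85 lower; 42 shared) and 69 without antigen receptor variable genes (33 higher, 36 lower; 39 shared). Without these variable genes, the prior degrees of freedom of limma rose from 4.35 to 7.20, so that the shared variance estimate weighed more. For the other settings the cause was not tested. It lay between 32 and 50 with other pseudocounts, filters, scalings, edgeR or no fold change minimum. With each library left out, it was 23 to 42 (10 to 23 higher, 13 to 19 lower), lowest without PROSER1 KO replicate 2 (23), and fewer samples enter those fits. Of the 11 HSC regulators, 4 were called; this was 2 with a minimum mean of 50, 1 without trend, 7 with robust estimates, 10 with DESeq2 and 1 to 3 with each library left out, 1 without PROSER1 KO replicate 2. Scaling moved the median log2 fold change of all genes to 0.0021 (quantile) and 0.0016 (TMM), from 0.0015.

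Small fold changes changed direction. The log2 fold change of Ogt was 0.0066 with quantile normalization and between -0.092 and 0.097 with each library left out. In those fits Ddx3y lay between -0.047 and 0.018, Tet3 between -0.050 and 0.076, Tet2 between -0.033 and 0.15, Kdm5d between -0.042 and 0.044, and Sfpq between -0.090 and 0.0088, and the cause was not tested.

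With camera, the cell cycle sets passed only at the preset correlation. The adjusted p-value of both the S phase and the G2/M list was 0.671 with an estimated correlation and 0.547 with fry, which allow for genes of a set that move together. With each library left out, the S phase value was 7.25e-06 to 0.940; it was reversed without PROSER1 KO replicate 2 (0.940) and 0.239 without wild-type replicate 4, while G2/M stayed under 0.05 in all 7 fits. Of the 6 Reactome sets, 5 passed; this was 0 with an estimated correlation, 0 with fry, 3 with fgsea and 0 to 6 with each library left out, 0 without PROSER1 KO replicate 2 and 1 without wild-type replicate 4. The Reactome S Phase set ranged from 0.0308 to 0.407 in those fits, reversed without wild-type replicate 4 or PROSER1 KO replicate 2. The cause was not tested.

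Of the 7 marker lists, 0 passed (1, T and innate lymphoid, at an unadjusted p-value under 0.05); this was 1 with a pseudocount of 10, 1 without a filter, 1 with quantile normalization and 0 to 2 with each library left out, 2 without wild-type replicate 2. T and innate lymphoid markers (0.0552) passed with a pseudocount of 10 (0.0466), without a filter (0.0390), with quantile normalization (0.0488) and without wild-type replicate 2 (0.0349), wild-type replicate 3 (0.00861) or PROSER1 KO replicate 1 (0.000981), and ranged up to 0.252 with each library left out; they did not pass with an estimated correlation (0.925), fry (0.785) or fgsea (0.154). The long-term HSC markers passed without wild-type replicate 2 (0.0321), with values up to 0.820, and megakaryocyte and erythroid markers without PROSER1 KO replicate 3 (0.0207). In those fits, adjusted p-values ranged from 0.519 to 0.981 for granulocyte and monocyte markers (0.991 with fry and 0.699 with fgsea, both reversed), from 0.118 to 0.981 for B-lineage and for lymphoid-primed markers, and from 0.0207 to 0.797 for megakaryocyte and erythroid markers, all 4 with a change of direction. The cause was not tested.

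The replicate numbers do not pair the libraries: the deviations of same-numbered libraries correlated at 0.0226, 0.0575 and -0.106 over genes. With the replicate number as a replicate block, 35 genes were called, 26 of them shared with the 42, along with 1 HSC regulator, 1 Reactome set and 1 marker list, the T and innate lymphoid markers (0.0284); the adjusted p-value of the S phase gene set was 0.182, that of the Reactome S Phase set was 0.442 and reversed, and the log2 fold changes of Ogt (0.027) and Ddx3y (0.018) reversed.

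The separation of the groups stayed the largest of all splits for each choice of genes or pseudocount (pseudo-F 1.55 to 2.22). Without 1 library it was 1.53 to 1.70, with fewer splits left, so that the smallest possible p is 0.0667 or 0.1. The excess of called genes near Proser1 held at 5 Mb (p = 8.94e-06), 20 Mb (0.000714), with edgeR (3.60e-05), DESeq2 (0.00160) and the replicate block (0.000584; Fisher's exact tests). Depth limits Gm7233, Gm5103 and Gm9522, for which only a lower bound of the change can be given. It also limits Igkv4-81 and Gm12312, whose wild-type means of 1.16 and 2.00 normalized counts lay below the limit of 3 read pairs. Their fitted log2 fold changes therefore depended on the pseudocount. At pseudocounts of 0.1 and 10 they were 10.5 and 5.13 for Igkv4-81, and 6.91 and 2.87 for Gm12312.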

Differences from the paper's values

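Which component parts the groups was tabulated only after Fig. 5B had been looked at, and the use of lower bounds was applied after fitted values had been compared. The paper's text gives 165 differentially expressed genes, and limma gave 42. In the paper's Fig. 5C, about 86 genes are higher and about 79 are lower, read by eye, against 20 and 22 here; the paper's Table S3 holds 80 higher and 85 lower genes above 1.5-fold, against the same 20 and 22. Of the alternatives set before the data were examined, DESeq2 on the recovered read pairs, the test named in the paper's methods, gave 165 genes (80 higher and 85 lower), the total of the text and both counts of Table S3. Fig. 5C has more higher than lower genes, the other way round from Table S3 and DESeq2, so that its counts were approached and not met. The other alternatives gave 17 to 80 genes, 9 to 39 higher and 8 to 41 lower, the fits that each left out one library included. All 165 of these genes in Table S3 were among the 165 DESeq2 calls, and 163 of the 163 genes of Table S3 tested by limma had the same direction there. Gm7233, Gm5103 and Gm9522 were compared with Table S3 as lower bounds of the fold change, which it exceeds; the fitted limma log2 fold changes of Gm7233 (5.73) and Gm5103 (-5.25) are smaller in size than those of DESeq2 (8.12 and -7.76), which match the paper's.

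The paper lists Matn4, Nupr1, Ptpn13, Hoxb6, Asb2 and Nox1 among the changed genes, and limma did not call them (adjusted p = 0.309, 0.132, 0.0944, 0.160, 0.126 and 0.163). DESeq2 called all 6 (0.0340, 0.000111, 1.59e-05, 0.00201, 0.000295 and 0.00471). Robust variance estimates called Nupr1 (0.0472), Ptpn13 (0.0245) and Asb2 (0.0329), omission of antigen receptor variable genes called Ptpn13 (0.0315), and the fit without wild-type replicate 3 called Nox1 (0.0470).

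The paper lists Cdkn2c among the genes past its fold change minimum. It was 1.38-fold higher in the libraries labelled PROSER1 KO with limma and with DESeq2, and the paper's Table S3 has 0 entries for it. In the paper's Fig. 5B the groups part along the second component. Here they parted along component 1 (25.9% of the variance in the main setting) in all 6 settings examined. All 6 used log2 of normalized counts with a pseudocount. A variance-stabilizing transform was not tried, so that the reason for this difference stays open.

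The paper states that cell cycle genes are higher in PROSER1 KO LSK cells. Here 7 of the 8 cell cycle sets were higher past the threshold with camera, and none with an estimated correlation (adjusted p = 0.671 to 0.818) or fry (0.547 to 0.763). With fgsea, 5 of the 8 passed, all higher: the S phase gene set (0.0233), the G2/M phase gene set (2.44e-09), Reactome Cell Cycle, Mitotic (0.000290), Reactome E2F mediated regulation of DNA replication (0.0180) and Reactome Mitotic Prometaphase (3.32e-06). The paper's own sets were not analysed here.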

Other observations

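The tests of genes near Proser1, with those of other splits and of overlapping genes there, of neighbouring genes elsewhere, and of other splits for the cell cycle and marker lists were chosen only after the results they address, or the paper's Table S3, had been seen.

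The number of differentially expressed genes was compared with that of all 35 splits of the 7 libraries into 4 and 3. Only 1 of the 35 splits, the labelled one, gave as many genes with limma (42, against at most 2 in the others), and only 1 of 35 with DESeq2 (165, against at most 100). Only 1 of the 35 splits gave as many called HSC regulators (4), which decides nothing, since the paper chose these genes on the labelled split and the other splits called at most 2 genes of any kind. For genes near Proser1, each split was given the same number of genes, the 42 of lowest p-value among those changed by more than 1.5-fold. Only 1 of the 35 splits, the labelled one, had as many of them within 10 Mb of Proser1 (4, against at most 2 in the others).

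The cell cycle results were matched by other splits. A p-value as small as the labelled one, in either direction, was found in 19 of the 35 splits for the S phase list and in 6 of 35 for the G2/M list, the labelled split included. With the direction also held (higher in the group of 3), 8 other splits matched the S phase list and 1 other split the G2/M list. As many Reactome cell cycle sets past the threshold (5 or more) were found in 16 of the 35 splits. Grouping the libraries by chance may therefore give cell cycle differences of this size, most clearly for the S phase list and the Reactome sets, since camera at a preset correlation passes sets whose genes move together from library to library. PROSER1 KO replicate 2 had the highest score in all 8 sets. A difference in cycling between the genotypes stays open.

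None of the 7 cell type marker lists passed the threshold with camera in the fit of all 7 libraries on log2(normalized count + 1), and some passed in other settings. Adjusted p-values were 0.333 for long-term HSC markers (12 of 18 higher), 0.598 for lymphoid-primed progenitor markers, 0.367 for megakaryocyte and erythroid markers, 0.958 for granulocyte and monocyte markers, 0.598 for B-lineage markers, 0.0552 for T and innate lymphoid markers (2 of 12 higher, mean log2 fold change -0.31) and 0.367 for mast cell and basophil markers. All 35 of the 35 splits gave at least 0 lists past the threshold, which decides nothing, and 29 other splits gave 1 or more. The T and innate lymphoid markers passed with a pseudocount of 10 (0.0466), without a filter (0.0390), with quantile normalization (0.0488) and without PROSER1 KO replicate 1 (0.000981), and did not with an estimated correlation (0.925) or fgsea (0.154). A lower level of these markers therefore stays open.

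Proser1 mRNA was 1.14-fold higher, not lower, in the libraries labelled PROSER1 KO. If 1 wild-type and 1 PROSER1 KO library had exchanged labels, one of the 12 splits that exchange them back should call as many genes as the labelled split. These splits called at most 1 gene with limma and at most 48 with DESeq2, which argues against such an exchange of labels. An exchange of all labels between the groups, and an allele that removes the protein but leaves the mRNA, stay open and were not tested, since the table gives no reads across the targeted site.

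Called genes were more frequent within 10 Mb of Proser1 than elsewhere (4 of 76 against 38 of 16118, two-sided Fisher's exact test, p = 4.38e-05). A candidate explanation is DNA linked to the targeted allele, which stays with it through breeding and may differ in sequence from the wild-type mice. Mgst2 and Gm37261 overlap on the same strand and can share reads. Reads shared between overlapping genes and pseudogenes are argued against as the whole cause, since Postn and Gm5103 overlap no other annotated gene and are not pseudogenes. Among such genes, 2 of 20 were called near Proser1 against 18 of 6512 elsewhere (two-sided Fisher's exact test, p = 0.00164). This rule was set after the overlaps of the 4 genes had been seen, so that Postn and Gm5103 were certain to pass it. It replaced a first test among protein-coding genes, which still held the overlapping Mgst2 (2 of 46 against 30 of 13075, Fisher's exact test, p = 0.00558). Neither rule covers copies of a gene elsewhere in the genome. A regulatory effect of the targeted locus on its neighbours would place called genes there too and was not tested. Postn is one of these 4 genes, so that its rise could belong to the region as well as to the loss of PROSER1.

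Elsewhere in the genome, called genes may also lie close to one another because DNA segments differ between the donor mice. Outside chromosome 3, without antigen receptor variable genes and counting only genes that do not overlap, 11 of 33 limma calls had another call within 1 Mb, against 1.84 on average in 10000 random draws of tested genes (one-sided permutation test, p = 4e-04). With the DESeq2 calls it was 35 of 143 against 30.0 (one-sided permutation test, p = 0.235). The verdict at first rested on the limma calls and was made to need both after the DESeq2 value was seen. Among the 11 genes, Gm7233 and Gm8113 as well as Xlr4b and Xlr4c, named after their values were seen, are paralogs that can share reads, and genes of shared function also lie together. Differing DNA segments and these other reasons cannot be told apart, as the result holds for one set of calls and not for the other and no sequence of the donors was examined.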
